# Differential gene expression in the calvarial and cortical bone of juvenile female mice

**DOI:** 10.3389/fendo.2023.1127536

**Published:** 2023-06-12

**Authors:** Jerome Nicolas Janssen, Rotem Kalev-Altman, Tali Shalit, Dalit Sela-Donenfeld, Efrat Monsonego-Ornan

**Keywords:** juvenile, development, mouse, cortical, calvarial, transcriptome, locomotion

## Abstract

**Introduction:**

Both the calvarial and the cortical bones develop through intramembranous ossification, yet they have very different structures and functions. The calvaria enables the rapid while protected growth of the brain, whereas the cortical bone takes part in locomotion. Both types of bones undergo extensive modeling during embryonic and post-natal growth, while bone remodeling is the most dominant process in adults. Their shared formation mechanism and their highly distinct functions raise the fundamental question of how similar or diverse the molecular pathways that act in each bone type are.

**Methods:**

To answer this question, we aimed to compare the transcriptomes of calvaria and cortices from 21-day old mice by bulk RNA-Seq analysis.

**Results:**

The results revealed clear differences in expression levels of genes related to bone pathologies, craniosynostosis, mechanical loading and bone-relevant signaling pathways like WNT and IHH, emphasizing the functional differences between these bones. We further discussed the less expected candidate genes and gene sets in the context of bone. Finally, we compared differences between juvenile and mature bone, highlighting commonalities and dissimilarities of gene expression between calvaria and cortices during post-natal bone growth and adult bone remodeling.

**Discussion:**

Altogether, this study revealed significant differences between the transcriptome of calvaria and cortical bones in juvenile female mice, highlighting the most important pathway mediators for the development and function of two different bone types that originate both through intramembranous ossification.

## Introduction

The calvaria, the upper structure of the skull, allows fast and protected brain growth without heavy load bearing. Conversely, the cortical bone, which is the external layer of long bones, is crucial for locomotion and is constantly remodeled under the influence of weight loading. Despite differences in structure and function, both bones develop through the mechanism of intramembranous ossification, which initiates in the embryo and extensively progresses in neonates (1). The shared mode of formation of the cortical and calvarial bone, coupled with their distinct structures and functions, raises the fundamental question of how similar or diverged the molecular pathways that control their post-natal growth are. Investigating these mechanisms will enable a better understanding of the fundamental connection between shape and function and unravel the origin of specific bone-type diseases.

The process of intramembranous ossification is initiated by the condensation of mesenchymal cells in the flat bones of the skull and in the cortices of long bones. Following the differentiation of these mesenchymal cells into osteoblast (2, 3), a collagen-proteoglycan matrix becomes deposited, which enables the binding of calcium salts for the calcification of the bone matrix. Once embedded into the calcified bone matrix, osteoblasts differentiate into osteocytes regulating the mass and shape of the various types of bone (1).

In mice, the calvaria is formed by several skull bones connected through cranial sutures derived from the cranial neural crest and head mesoderm (4). Calvarial growth is the most intense during the first 9 post-natal days, but parameters like calvaria width still increase up to 25 post-natal days (5). The time for the fusion of the posterior frontal suture has been reported to end between 13 and 45 post-natal days (6, 7). However, sutures like the lambdoid suture remain unfused throughout life in mice (8).

On the other hand, the femoral cortical bone originates from the porous bone collar formed by osteoblasts, which derives from the lateral plate mesoderm during the early stages of bone development (9). In C57BL/6J mice, the cortical area increases nonlinearly between birth and 112 post-natal days. In contrast, the cortical thickness increases linearly from 14 to 112 post-natal days, indicating the switch from primarily bone formation to bone remodeling (10). Furthermore, the cortical bone grows by forming alternating struts and woven bone rings before becoming remodeled into a dense lamellar structure after birth (11). It matures during the process of secondary mineralization characterized by collagen compaction and changes in osteocyte gene expression (12).

Despite the shared process of intramembranous bone formation at early stages, differences between the extra-cellular matrix (ECM) of long bones and calvaria were observed in mature mice. For example, collagen was found to be more abundant in the calvaria and suggested to be less crosslinked. Contrary to this, the collagenous matrix of the long bones is more mineralized, probably providing an increased strength to the long bone that is necessary for weight bearing (13).

The growth and homeostasis of the cortical and calvarial bones are regulated by various signaling pathways, hence mutations in several signaling pathway mediators lead to distinct skeletal diseases that are shared between human and mice, making the latter a useful model for research (14). Other gene mutations or diseases are known to only affect one type of bone but not the other. For instance, the prevalent disease osteoporosis affects intensively the cortical bone, while the calvaria bone appear to be osteoporosis resistant (15). Yet, these studies focused on specific genes and diseases, hence systematic comparative studies are needed to fully uncover the shared or distinct molecular pathways in the two bone types at different stages.

Previous studies on adult mice, rats and macaques have compared gene expression between cortical and calvaria bones (16, 17). Both studies reported differential expression of genes related to body patterning and the WNT signaling pathway. However, these studies were done in mature bones undergoing remodeling rather than during their development and modeling. Moreover, both studies were performed on bone after the removal of periosteum and sutures, despite the suggested involvement of these tissues in intramembranous ossification (18). Hence, comprehensive knowledge regarding differential gene expression during the development and modeling of calvarial and cortical bones is missing.

This study focused on the post-natal developmental period by investigating juvenile cortical and calvarial bones. We used bulk RNA-Sequencing to analyze the transcriptome of 7 calvaria and 7 femoral cortical samples of 21 days old juvenile female mice to identify commonalities and differences in the expression level of genes associated with bone development, disease, weight loading and homeostasis. We further highlight differences between the juvenile and mature bone as well as differences in bone relevant signaling pathways observed between the juvenile murine calvaria and cortices.

## Material and methods

### Animals and RNA-sequencing

As described in Kalev-Altman et al. (19), female wild-type (WT) C57BL/6J (RRID: IMSR_JAX:000664) mice were purchased from Jackson laboratories (Rehovot, Israel). Mice were maintained at the Hebrew University Specific Pathogen Free animal facility according to animal care regulations. All procedures were approved by the Hebrew University Animal Care Committee (license number 21-16657-3). For growth analyses (n>10 for each weight measurement and n=7-12 for other measurements), animals were weighed weekly from P0 to 4 weeks of age and then biweekly. Body length was measured from nose to end of the sacral bone at P0 using the µCT software (Bruker, Kontich, Belgium) or from nose to tail at all other groups of age using a standard office ruler. Their skull and femur were dissected and cleaned from adjacent tissues. The femur length as well as all measurements of skull bones and long bones of P0 animals were all measured using the Amira software 3D measuring tool.

For RNA-Sequencing, mice were euthanized with CO2 at three weeks (P21). Cortical samples (n=7) were cleaned from all adjacent tissues (muscle, tendon and ligaments) and the diaphyseal bone marrow was removed by washing it out with ultra-pure water, using a small needle and syringe. Periosteum and endosteum were not removed. The left or right frontal bone was taken for the calvaria samples (n=7) without removing the periosteum or adjacent suture mesenchyme. The samples were individually flash-frozen in liquid nitrogen and were subjected to manual pulverization. Total RNA was extracted as previously described (20, 21). Each freshly frozen RNA sample had a RIN>5.6. Libraries were prepared by the Nancy and Stephen Grand Israel National Center for Personalized Medicine (G-INCPM) research facility, Weizmann Institute of Science, Rehovot, Israel; using INCPM-mRNA-seq, which is based on the Transeq protocol (22, 23). Sequencing was done on an Illumina NovaSeqmachine, using SP (100 cycles) protocol. The output was ~9.5 million single-end 100bp reads per sample. The RNA-Seq datasets are available at NCBI Gene Expression Omnibus (GEO), GEO accession: GSE223750.

### Bioinformatical analysis

Bioinformatical analysis was performed as previously described (20) with the following modifications: The EndToEnd option was used and outFilterMismatchNoverLmax was set to 0.05. Expression levels for each gene were quantified using htseq-count (version 0.11.2) (24) and using the gene annotations downloaded from Ensemble (release 102). Non-annotated genes were excluded. Differentially expressed genes were determined by a p.adj of <0.05, absolute fold changes >=1.5 and max counts >=15. PCA and PERMANOVA were performed based on the 1000 most variable genes, using R 4.2.0 and the vegan package (2.6-2). GOrilla website application (25) was used with default parameters using the list of DEGs and all genes detected having max counts >=15 as the background list. Gene set enrichment analysis (GSEA) was conducted using R packages clusterProfiler (3.18.1) and Org.Mm.eg.db (3.12.0) with FDR correction. Figures were created using DOSE (3.16.0) and PathView (1.30.1) (26).

## Results

### Gene set introduction

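RNA of frontal bones, taken as calvaria, and of femoral cortical bones was sequenced from WT female mice aged 21 days, with 7 libraries per bone. Each library was made from 30 ng of RNA with a bulk form of MARS-seq, a protocol that tags the 3' ends of polyadenylated transcripts. The paper gives the sequencing output in reads, while the values here rest on the counts assigned to genes. The calvaria libraries held 331203 to 1589684 counts (median 711449), and the cortical bone libraries held 533939 to 1287045 counts (median 668581). The authors aligned the reads to the GRCm38 mouse genome with STAR and counted them per gene with htseq-count, and they deposited raw counts and normalized counts for 14688 genes. The normalized counts are the raw counts divided by 1 size factor per sample, fitted by the authors over all 80 samples of the series. From the raw counts, the 9874 genes with at least 15 counts in at least 1 of the 14 libraries were tested with edgeR after TMM normalization. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds stated in the paper. Log2 fold changes are cortical bone over calvaria, so that a negative value stands for a higher level in the calvaria, and levels are given in CPM, counts scaled to the library size, with the SD over 7 libraries. Gene groups were taken from 47 lists written from textbook knowledge before the deposited counts were examined. The paper's tables on these samples had been seen by then, and several list members stand in them. Tests of such lists are therefore not independent of the paper. The lists were tested with camera at a preset correlation between genes of 0.01, with the adjusted p from an estimated correlation beside it. Of the mice, 5 gave both a calvaria and a cortical bone library, and results with the mouse as a block rest on these 10 libraries.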

The calvarial and femoral cortical bone transcriptome data subset of 21 days old female C57BL/6J WT mice from Kalev-Altman et al. (19) was used and re-analyzed. This age is equivalent to ~6 months for humans, considering the average weaning period for mice and humans (27). **Figure 1** shows the assessment of weight, body length, skull length and femur length from P0 to 3M, demonstrating that calvaria and cortices of 21 days old mice are still subject to major bone growth and modeling (**Figures 1A–D**, respectively).

**Figure 1:**
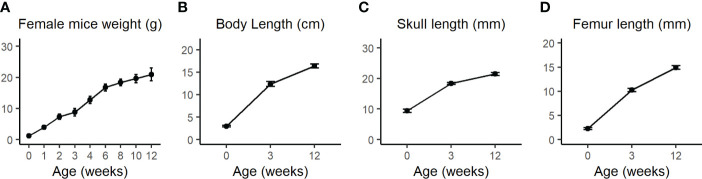
**(A)** Body weight of WT female mice was measured once a week from birth until 4 weeks (w) and then every two weeks until the age of 12w. **(B)** Total body length from nose to the end of the sacral bone at P0 as measured by the Amira software or from nose to tail at 3w and 12w as measured by a standard office ruler. **(C)** Total skull length measured by the Amira software 3D measuring tool. **(D)** Femur length was measured by the CTAn software. Values are expressed as the mean ± SD; n>10 for each weight measurement and n=7-12 for other measurements. Modified from Kalev-Altman et al. (19).

PCA analysis of the 1000 most variable genes revealed a clustering of the calvarial and cortical bone samples, without overlapping samples from the different tissues (**Figure 2A**). 

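On the 1000 most variable genes, the cortical bone libraries lay toward positive and the calvaria libraries toward negative values of the first principal component, which held 40.3% of the variance. The cortical bone ran from 1.91 to 35.7 and the calvaria from -34.8 to 5.28 on this component. Calvaria replicate 3, at 5.28, thus lay above cortical bone replicate 3, at 1.91, on the first component alone. On the second component, which held 12.4% of the variance, these libraries lay apart, at -15.9 for calvaria replicate 3 and 9.75 for cortical bone replicate 3. All 38 measured genes of the skeletal muscle list, such as Acta1 and Ckm, were among the 1000 genes, and calvaria replicate 3 was also the most deeply sequenced of the 14 libraries. The analysis used log2 CPM with a prior count of 2, since the paper's text does not name the transformation.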

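The bone of origin accounted for 30.9% of the variance among the 14 WT libraries on the 1000 most variable genes, in which genes of limb and skull patterning and of skeletal muscle were included. Among the 1716 distinct ways of parting the libraries into 7 and 7, no other gave a larger share, and the highest of them gave 30.4% (exact PERMANOVA, p = 0.000583, the smallest p this design can give). With 5000 genes the share was 22.5% (exact p = 0.00233), and with all 9874 genes it was 20.9% at the same p. In these fits other partings gave as much or more, the highest at 24.6% and 23.2%. Leaving out the listed skeletal muscle and haemoglobin genes and taking the 1000 most variable of the other genes gave a similar share, 30.5%.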

PERMANOVA on the clusters’ centroids showed a significant difference between the samples from cortices and calvaria. The list of the top 100 expressed genes by transcript number for both tissues is shown in TabS1. 

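Genes of red blood cells and of bone matrix led both bones. Hbb-bs, the adult beta globin, had the highest mean in the authors' normalized counts, at 47350 ± 8640 (SD, n = 7) in the calvaria and 39140 ± 16910 in the cortical bone, followed by Hba-a1, an alpha globin. The 4 haemoglobin genes took 13.6% ± 2.11 of all counts in the calvaria and 11.5% ± 4.80 in the cortical bone, where single libraries ranged from 3.45% to 15.8%. Genes named Rpl or Rps, which encode ribosomal proteins, made up 43 of the top 100 genes in the calvaria and 49 in the cortical bone, and 85 genes were in the top 100 of both. Col3a1, a collagen of fibrous tissue, ranked 18 in the calvaria at 1990 ± 764 and 181 in the cortical bone at 362 ± 189. The top 100 genes together held 37.3% ± 0.990 of the counts in the calvaria and 37.6% ± 1.68 in the cortical bone. The means of the deposited normalized counts matched the averages of Table S1 within 0.0637%.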

As expected, bone-related genes such as *Collagen type I alpha 1* (*Col1a1*), *Col1a2*, *Serpin family F member 1* (*Serpinf1*), *Bone gamma-carboxyglutamate protein 1* (*Bglap1*), *Bglap2*, *Prolyl 4-hydroxylase subunit beta* (*P4hb*), *Osteonectin* (*Sparc*) (13) were detected in both bones. Furthermore, the expression of genes related to bone development and osteochondrogenic signaling pathways, such as bone morphogenetic protein (BMP), wingless-related integration site (WNT) and hedgehog (HH) (29) is shown in **Table S2** and provides an overview of the bone relevant pathways present in each type of bone.

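Bone matrix genes were among the most abundant transcripts of both bones. In the authors' normalized counts, Col1a2 ranked 3 in each bone, at 16700 ± 2125 (SD, n = 7) in the calvaria and 20080 ± 7700 in the cortical bone, and Col1a1, the other chain of type I collagen, ranked 6 in each, at 9879 ± 1752 and 10400 ± 4003. Sparc, a collagen-binding matrix protein, ranked 5 in each bone, at 10420 ± 1815 in the calvaria and 11900 ± 4510 in the cortical bone. Bglap, which encodes osteocalcin, ranked 12 in the calvaria at 2529 ± 869 and 7 in the cortical bone at 5513 ± 1666, and its paralog Bglap2 ranked 45 and 16. Serpinf1 ranked 37 in the calvaria at 1400 ± 254 and 59 in the cortical bone at 1066 ± 445, and P4hb, a subunit of the collagen prolyl hydroxylase, ranked 100 and 97. Of these 7 genes, Bglap and Bglap2 differed between the bones in edgeR at an adjusted p under 0.05. Serpinf1 passed as well without cortical bone replicate 5, at an adjusted p of 0.0324 in a range of 0.0324 to 0.531 over the 14 libraries left out in turn. In the fit with the mouse as a block, 0 of the 7 passed, as in the same 10 libraries without the block.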

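The mediators of the BMP, WNT and hedgehog pathways in Table S2 that passed the test were higher in the calvaria. Of the 24 BMP and TGF-beta genes of Table S2, which the study chose, Nog and Tgfb3 were higher in the calvaria and the other 22 did not pass the test. Of 25 WNT genes, 19 could be tested and 11 were higher in the calvaria, among them the secreted WNT modulators Sfrp2, Dkk3 and Sost and the receptor Fzd1, while 6 WNT ligands had too few counts. The ligand Wnt16, for example, had 19 counts in the 7 calvaria libraries and 41 in the 7 cortical bone libraries. Of the 8 hedgehog genes, Gli1 was higher in the calvaria, 5 did not pass, and Gli2 and Gli3, the other GLI transcription factors, were below the count minimum. Among 41 bone and cartilage matrix genes, 5 were higher in the cortical bone (Bglap, Bglap2, Col11a1, Ctsg and Shox2) and 4 in the calvaria (Mepe, Msx1, Timp2 and Timp3). These counts are from edgeR at an adjusted p under 0.05, and the means of the normalized counts matched those of Table S2 within 0.220%. With the mouse as a block, Sfrp2 alone of the 11 WNT genes passed, and Nog, Tgfb3 and Gli1 did not pass.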

**Figure 2:**
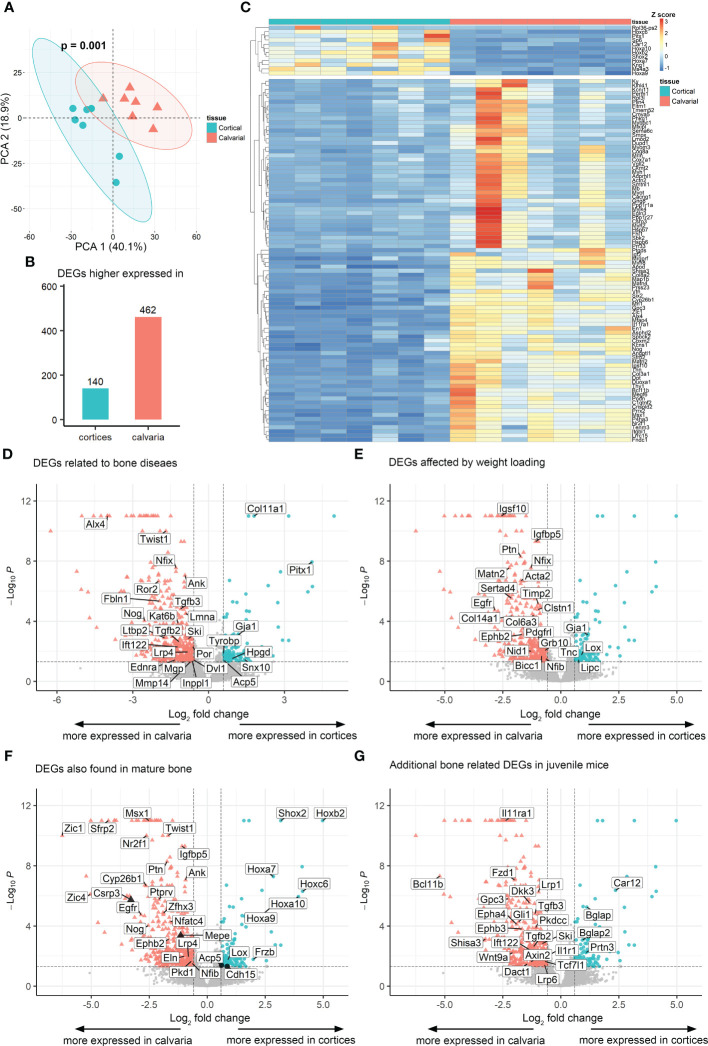
Transcriptome of cortical and calvarial bone of juvenile mice. **(A)** PCA analysis and PERMANOVA on centroids demonstrated that samples clustered according to tissue. 95% confidence ellipses of centroids are indicated. **(B)** Heatmap displaying the Z score of the 100 most variable differentially expressed genes (DEGs) between cortical and calvarial bone clustered according to the tissue of origin. **(C)** Total number of DEGs found to be higher expressed in either the cortices or the calvaria. **(D–G)** Volcano plots indicate the distribution of DEGs in cortical and calvarial bone. Annotated DEGs related to **(D)** diseases (14), **(E)** weight loading (28) and **(F)** DEGs that were also found to be differentially expressed between mature calvaria and cortices by Rawlinson et al. (17) or Wang et al. (16). DEGs with inverted expression levels compared to Rawlinson et al. (17) are colored in black. **(G)** Additional bone–associated DEGs in juvenile mice that are not differentially expressed in mature animals. DEGs were defined by total fold change >= 1.5, p.adj < 0.05 and maximal transcript number in at least one sample >=15.

Moreover, from the 10569 genes found, 602 differentially expressed genes (DEGs) were detected between the calvaria and the cortices. Of these 140 DEGs were higher expressed and 462 were lower expressed in the cortical bone compared to the calvaria (**Figure 2B**; **Table S3**). 

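Of 9874 genes tested, 462 were DEGs between the cortical bone and the calvaria. They included the homeobox gene Hoxb2 among the genes higher in the cortical bone and the WNT modulator Sfrp2 among those higher in the calvaria. In 174 of the genes tested, 149 of them DEGs, every cortical bone library lay on the same side of every calvaria library, which chance gives in 0.0583% of genes. The smallest change among the DEGs was 0.59 on the log2 scale. The number depended on the fit, and without calvaria replicate 3 it was 805, while without calvaria replicate 6 it was 311. Under the mouse block in the 5 mice that gave both bones, 72 genes were DEGs, against 116 in the same 10 libraries without the block, and all 72 were among the 462. The count was 621 with DESeq2 and 621 in a fit of all 80 samples, 236 with the number in the sample title as a block, 211 with the skeletal muscle score of each library as a covariate and 292 with the neutrophil score as a covariate.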

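Of the DEGs, 153 were higher in the cortical bone and 309 were higher in the calvaria, which is 66.9% of them. The mean log2 CPM over 38 skeletal muscle genes was 7.44 ± 1.22 (SD, n = 7) in the calvaria and 5.91 ± 1.35 in the cortical bone, which did not pass after adjustment (exact permutation test, p = 0.0402, adjusted p = 0.0685 over 46 lists). The same score over 19 genes of neutrophils and granulocyte precursors, the neutrophil score, was higher in the cortical bone. It was at 7.62 ± 0.557 against 6.89 ± 0.327 in the calvaria (exact p = 0.0134, adjusted p = 0.0280). Of these genes 8 passed singly, and the list did not pass in camera with an estimated correlation (adjusted p = 0.132). With the neutrophil score as a covariate, 162 DEGs were higher in the cortical bone and 130 in the calvaria, and with the muscle score 72 and 139. The number higher in the cortical bone fell from 153 to 87 without cortical bone replicate 6, to 97 without calvaria replicate 2 or 6, to 96 without calvaria replicate 5 and to 98 without cortical bone replicate 1. It was 309 without calvaria replicate 3, when 496 were higher in the calvaria, and 469 were higher in the calvaria without cortical bone replicate 3. When the mouse was set as a block, 13 were higher in the cortical bone and 59 in the calvaria, against 30 and 86 in the same libraries without the block.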

The expression of the top 100 DEGs by log_2_ fold change indicated two clusters of genes (**Figure 2C**). 

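Apart from transcription factors, the largest differences without overlap between the libraries were in Dpt, Myh8, Sfrp2 and C1qtnf2, all higher in the calvaria. Dpt, which encodes the dermal matrix protein dermatopontin, was 32.7-fold higher in the calvaria, at 94.6 ± 62.9 CPM (SD, n = 7) against 3.16 ± 2.63 in the cortical bone (adjusted p = 5.31e-05). Myh8, the perinatal myosin heavy chain of skeletal muscle, was at 235 ± 107 CPM in the calvaria and 10.6 ± 10.9 in the cortical bone, a log2 fold change of -4.58 (SE 0.48). Sfrp2, a secreted modulator of WNT signaling on chromosome 3 of GRCm38 from 83766321 to 83774316, was at 209 ± 65.5 CPM in the calvaria and 11.5 ± 8.92 in the cortical bone (log2 fold change -4.26, SE 0.31, adjusted p = 1.28e-07). C1qtnf2 followed at -3.86 (SE 0.51). On the cortical side, Kng1, which encodes kininogen, had a log2 fold change of 2.66 (SE 0.45), at 12.0 ± 5.51 CPM against 1.71 ± 0.953. Of the 10 genes per direction with the largest change and no overlap, 9 of those higher in the calvaria and 7 of those higher in the cortical bone passed with the mouse as a block, against 10 and 10 in the same libraries without the block. Without cortical bone replicate 2, Kng1 and Hoxa10 fell below the count minimum, and so did Zic4 without calvaria replicate 6.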

The upper cluster shows higher expression of DEGs in the cortical bone including several members of the *Homeobox* (*Hox*) family of transcription factors, while in the bottom cluster DEGs, such as the BMP inhibitor *Noggin* (*Nog*), were higher expressed in the calvaria.

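Hox genes, which set position along the body axis and in the limb, marked the cortical bone. Of 39 Hox genes, 5 had enough counts to be tested and all 5 were higher in the cortical bone (5 when adjusted over the list alone). Levels in the calvaria were near the floor, so a Hox gene reached the count minimum mainly through the cortical bone. The 5, their median and their list test thus rest on members picked partly for a high level there. In a fit without the minimum, the other measured Hox genes also had positive log2 fold changes, as low as 0.31 for Hoxd4. Hoxb2 (ENSMUSG00000075588, chromosome 11 of GRCm38, 96350525 to 96354012) was 28.5-fold higher in the cortical bone, at 40.8 ± 16.0 CPM (SD, n = 7) against 1.51 ± 2.45 in the calvaria (log2 fold change 4.84, SE 0.53, adjusted p = 1.11e-05). Hoxc6 was 15.1-fold, Hoxa10 13.4-fold, Hoxa7 6.99-fold and Hoxa9 6.36-fold higher, with adjusted p of 0.000213, 0.000116, 0.000127 and 0.00148. Below the count minimum, Hoxc9 had 67 counts in the cortical bone and 2 in the calvaria, a ratio of 34.7 with a counting interval of 9.24 to 292, and Hoxc10 had 48 and 1. Transcription factors of the skull and its sutures marked the calvaria, where 10 of 12 were higher and none was lower (10 when adjusted over the list alone). Those near the floor in the cortical bone, such as Zic1 and En1, likewise entered the test through the calvaria. Zic1, a zinc finger factor on chromosome 9 from 91358058 to 91365810, was at 18.8 ± 6.90 CPM in the calvaria and had no count in the 7 cortical bone libraries, which is at least 33.1-fold higher against a floor of 3 counts over those libraries (adjusted p = 1.67e-05). Its neighbour Zic4 had 59 counts in the calvaria and 1 in the cortical bone, a ratio of 57.0 with a counting interval of 9.84 to 2288. Alx4, an aristaless-like homeobox gene, was 15.7-fold higher in the calvaria, at 72.9 ± 20.4 CPM against 4.93 ± 4.41 (adjusted p = 1.28e-07), and Six2 was 14.8-fold higher. En1 had 68 counts in the calvaria and 2 in the cortical bone. Nog, an extracellular inhibitor of BMP ligands (chromosome 11, 89300638 to 89302332), was at 15.4 ± 5.17 CPM in the calvaria and 3.04 ± 3.62 in the cortical bone (log2 fold change -2.48, SE 0.48, adjusted p = 0.00281). Among 5 tested limb transcription factors, Pitx1 and Shox2 were higher in the cortical bone and 3 did not pass. The medians were 3.75 for the Hox list and -3.24 for the skull list, with or without Zic1 set to its bound, and camera gave adjusted p of 1.26e-19 and 4.91e-35, with adjusted p = 0.000886 and 0.00173 with an estimated correlation. For the limb list camera gave 0.000799, with adjusted p = 0.123 with an estimated correlation. Once the mouse was a block, 3 Hox genes and 7 skull factors passed, against 5 and 9 in the same libraries without it, and without cortical bone replicate 2 or 6 1 Hox gene was no longer tested.

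**Figure D1:**
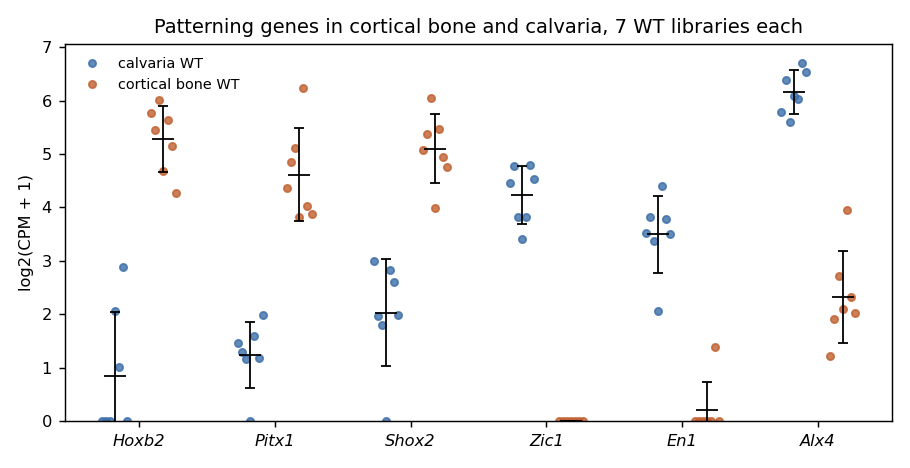
Level of 6 patterning genes as log2(CPM + 1) in each of the 7 calvaria WT and 7 cortical bone WT libraries. Points are libraries, and bars are the mean and SD. Hoxb2, Pitx1 and Shox2 are higher in every cortical bone library than in every calvaria library, and Zic1, En1 and Alx4 are the reverse, with Zic1 at 0 in all 7 cortical bone libraries.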

### Differential expression of disease related genes in cortices and calvaria

As the first step of identifying DEGs that are highly relevant for bone formation, we compared our list of DEGs with the review of Brommage and Ohlsson (14), which summarized 441 genes related to human skeletal diseases including aggrecanopathies, channelopathies, ciliopathies, cohesinopathies, laminopathies, linkeropathies, lysosomal storage diseases, protein-folding and RNA splicing defects and ribosomopathies. Despite the lack of studies on several of these genes in mice, their subsequent literature search found 249 genes mimicking the human phenotype in mice. The expression of these conserved genes must be tightly regulated to prevent the occurrence of skeletal diseases. Therefore, a difference in their gene expression level between the cortical and calvarial bones may indicate an important role in site-specific bone development. We found 28 disease related DEGs including patterning and differentiation related transcriptions factors such as Paired-like homeodomain transcription factor 1 (Pitx1) and Twist basic helix-loop-helix transcription factor 1 (Twist1), the epigenetic regulator RUNX2 interacting histone lysine acetyltransferase 6B (Kat6b), general constituents of the bone matrix including Matrix gla protein (Mgp) and Col11a1, the osteoclast marker Acid phosphatase 5 tartrate resistant (Acp5), the WNT signaling associated Lipoprotein receptor-related protein 4 (Lrp4) and the ECM remodeling associated Matrix metallopeptidase (Mmp14) (14) (**Figure 2D**; **Table 1**). 

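Of the 28 disease related genes of Table 1, 18 differed between the bones at an adjusted p under 0.05 from edgeR, 4 higher in the cortical bone and 14 in the calvaria. Pitx1, a homeodomain factor of the hindlimb (chromosome 13 of GRCm38, 55825051 to 55836192), was 15.6-fold higher in the cortical bone, at 28.2 ± 21.7 CPM (SD, n = 7) against 1.53 ± 0.893 (log2 fold change 3.97, SE 0.50, adjusted p = 3.99e-05). Col11a1, a fibrillar collagen of cartilage and bone (chromosome 3, 114030540 to 114220718), was 3.51-fold higher in the cortical bone, at 888 ± 373 CPM against 252 ± 34.6 (adjusted p = 1.45e-05). Twist1 (chromosome 12, 33957671 to 33959829) was 3.22-fold higher in the calvaria, at 210 ± 70.1 CPM against 66.3 ± 28.8 (adjusted p = 0.000202), and in these 3 genes the libraries of the bones did not overlap. Kat6b fell by 1.23 on the log2 scale from calvaria to cortical bone (SE 0.27, adjusted p = 0.00760). Lrp4 had a log2 fold change of -0.82 (SE 0.23, adjusted p = 0.0437), and its adjusted p was as low as 0.00681 as each library was left out in turn and lay above 0.05 in 11 of the 14 cases, all but calvaria replicate 3 and cortical bone replicates 3 and 5. Mgp, a matrix protein, was at 951 ± 243 CPM in the calvaria and 488 ± 346 in the cortical bone (log2 fold change -0.97, SE 0.37, adjusted p = 0.162), and it passed without cortical bone replicate 5 (adjusted p = 0.00742, in a range of 0.00742 to 0.286). Acp5, an osteoclast marker, was at 2777 ± 598 CPM in the calvaria and 4270 ± 1447 in the cortical bone (log2 fold change 0.62, SE 0.19, adjusted p = 0.0608), and Mmp14 had a log2 fold change of -0.71 (SE 0.22, adjusted p = 0.0723). The 28 genes were chosen by the study on these samples, so their directions are not independent evidence. With 1 library left out, 15 (without calvaria replicate 5) to 25 (without cortical bone replicate 5) of them passed, and with the mouse as a block 3 passed, against 8 in the same 10 libraries without it.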

The difference in expression levels of disease related genes associated with bone cell differentiation, bone matrix composition and remodeling between calvarial and cortical bone are likely relevant for the bones’ diverging function, e.g., resisting heavy loading of the cortices for locomotion (30) or providing a permanent and robust protection of the brain by the calvarial bone matrix.

**Table 1:** Bone pathology associated DEGs as reported by Brommage and Ohlsson (14).

Gene ID	Gene name	log2FC (Cortical/Calvarial)	p.adj
ENSMUSG00000021506	Pitx1	4.09	1.15E-08
ENSMUSG00000027966	Col11a1	1.80	0.00E+00
ENSMUSG00000038301	Snx10	1.42	3.54E-02
ENSMUSG00000050953	Gja1	1.17	8.40E-04
ENSMUSG00000031613	Hpgd	0.93	3.10E-02
ENSMUSG00000001348	Acp5	0.62	4.09E-02
ENSMUSG00000030579	Tyrobp	0.59	1.35E-02
ENSMUSG00000029071	Dvl1	-0.59	3.76E-02
ENSMUSG00000005514	Por	-0.63	5.07E-03
ENSMUSG00000032737	Inppl1	-0.65	4.32E-02
ENSMUSG00000000957	Mmp14	-0.71	4.91E-02
ENSMUSG00000029050	Ski	-0.81	1.49E-03
ENSMUSG00000027253	Lrp4	-0.82	1.12E-02
ENSMUSG00000028063	Lmna	-0.91	3.03E-05
ENSMUSG00000022265	Ank	-0.94	8.85E-08
ENSMUSG00000030218	Mgp	-0.97	4.89E-02
ENSMUSG00000021253	Tgfb3	-1.11	1.54E-05
ENSMUSG00000039239	Tgfb2	-1.17	2.38E-03
ENSMUSG00000021767	Kat6b	-1.21	1.39E-04
ENSMUSG00000030323	Ift122	-1.21	5.20E-03
ENSMUSG00000001911	Nfix	-1.29	2.89E-08
ENSMUSG00000031616	Ednra	-1.32	3.76E-02
ENSMUSG00000035799	Twist1	-1.69	1.00E-10
ENSMUSG00000002020	Ltbp2	-1.74	1.31E-03
ENSMUSG00000006369	Fbln1	-1.94	4.56E-06
ENSMUSG00000021464	Ror2	-1.98	2.18E-07
ENSMUSG00000048616	Nog	-2.54	9.25E-05
ENSMUSG00000040310	Alx4	-4.01	0.00E+00

### Mechanical loading-associated genes are upregulated in the calvaria

Mechanical loading is a major effector in the modeling and remodeling of bones (30). Thus, we expected significant differences in the expression of mechanical load-associated genes between the load-bearing cortices and non-load-bearing calvaria. Accordingly, we compared our list of DEGs to the list of loading-associated genes reported by Xing et al. (28), which studied the tibia of 10-week-old female mice. 22 of our DEGs were associated with mechanical loading. 

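Of the 22 loading-associated genes of Table 2, 17 differed between the bones at an adjusted p under 0.05 from edgeR, 3 higher in the cortical bone and 14 in the calvaria. Igsf10, an immunoglobulin superfamily member, had the smallest adjusted p, at 99.7 ± 40.4 CPM (SD, n = 7) in the calvaria and 17.7 ± 7.78 in the cortical bone (log2 fold change -2.56, SE 0.28, adjusted p = 1.11e-05). Acta2, the smooth muscle actin, was 3.34-fold higher in the calvaria (adjusted p = 0.000155), as were Tagln, Mylk, Myh11 and 3 further genes of 11 in the smooth muscle and pericyte list. The 5 genes that did not pass were Lox, Nfib, Grb10, Bicc1 and Pdgfrl. The 22 genes were chosen by the study from its DEGs, so the count is not independent evidence of their direction. With the mouse as a block 5 passed, against 9 in the same 10 libraries without it, and with 1 library left out 15 (without calvaria replicate 4, 5 or 6) to 20 (without calvaria replicate 3) passed.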

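Tnc, Lipc, Gja1 and Lox had higher means in the cortical bone. Tnc, which encodes the matrix protein tenascin C, was 1.63-fold higher in the cortical bone (log2 fold change 0.70, SE 0.18, adjusted p = 0.0258 from edgeR, n = 7 per bone). Lipc, which encodes hepatic lipase, had a log2 fold change of 0.76 (SE 0.20, adjusted p = 0.0301). The calls of both lay near the threshold. Lipc did not pass without calvaria replicate 1, 2 or 4 or cortical bone replicate 3, 5 or 7, with an adjusted p of up to 0.0728, and Tnc did not pass without calvaria replicate 4 or 5 or cortical bone replicate 3, with an adjusted p of up to 0.0586.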

Four genes were higher expressed in the cortical bone. These include the Lysyl oxidase (Lox), whose crosslinking activity has been proposed to give collagen fibers more stiffness that may be necessary for locomotion (13) and the WNT-related Gap junction protein alpha 1 (Gja1). However, the majority of 18 genes were higher expressed in the calvaria, including the Growth factor receptor bound protein 10 (Grb10), other genes involved in ECM cell signaling as reported for Nidogen 1 (Nid1), ECM constituents like Col14a1 and the tissue inhibitor of metalloproteinase 2 (Timp2) that could play a role in preventing matrix degradation due to a lack of weight loading in the skull (**Figure 2E**; **Table 2**).

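Gja1, which encodes the gap junction protein connexin 43 (chromosome 10 of GRCm38, 56377330 to 56402513), was 2.25-fold higher in the cortical bone, at 238 ± 85.5 CPM (SD, n = 7) against 105 ± 19.4 in the calvaria (log2 fold change 1.17, SE 0.20, adjusted p = 0.000761). Lox, the lysyl oxidase that starts the crosslinking of collagen (chromosome 18, 52516067 to 52529867), was at 271 ± 118 CPM in the cortical bone and 143 ± 51.4 in the calvaria. Its log2 fold change of 0.89 (SE 0.27) had an adjusted p of 0.0664 from edgeR and did not pass the threshold with any 1 library left out, at adjusted p from 0.0509 to 0.115, while it passed in DESeq2. In the fit with the mouse as a block neither gene passed, and in the libraries of the MMP knockout mice of the same series the log2 fold change of Lox was 0.95 in MMP2-/- (adjusted p = 0.0187), 1.16 in MMP9-/- (adjusted p = 0.000225) and 0.93 in the double knockout (adjusted p = 0.00889).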

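The matrix genes Col14a1, Timp2 and Nid1 were higher in the calvaria. Col14a1, a collagen that associates with fibrils (chromosome 15 of GRCm38, 55307750 to 55520803), was 4.16-fold higher in the calvaria, at 24.1 ± 6.34 CPM (SD, n = 7) against 5.29 ± 2.45, without overlap between the libraries (adjusted p = 0.000116 from edgeR). Timp2, an inhibitor of matrix metalloproteinases (chromosome 11, 118301069 to 118355740), was at 843 ± 279 CPM in the calvaria and 433 ± 163 in the cortical bone (log2 fold change -0.97, SE 0.22, adjusted p = 0.0166). Nid1, a basement membrane protein, was 2.38-fold higher in the calvaria (adjusted p = 0.0152). Grb10, an adaptor that restrains insulin and growth factor receptors, had a log2 fold change of -0.68 (SE 0.21, adjusted p = 0.0591), and passed without calvaria replicate 3 or cortical bone replicate 3 or 5 (adjusted p from 0.0120 to 0.138 over the libraries left out). A separate list of 13 measured genes known to respond to loading moved both ways, with Gja1 and Tnc higher in the cortical bone and Sost and Postn, a periosteal matrix gene, higher in the calvaria (2 and 4 when adjusted over the list alone). As a list it did not pass (camera, adjusted p = 0.391, and adjusted p = 0.782 with an estimated correlation). Under the mouse block, of the genes named here Col14a1 passed.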

**Table 2:** DEGs associated with mechanical loading as reported by Xing et al. (28).

Gene ID	Gene name	log2FC (Cortical/Calvarial)	p.adj
ENSMUSG00000050953	Gja1	1.17	8.40E-04
ENSMUSG00000024529	Lox	0.89	1.79E-02
ENSMUSG00000032207	Lipc	0.76	3.60E-02
ENSMUSG00000028364	Tnc	0.70	2.55E-02
ENSMUSG00000008575	Nfib	-0.65	3.06E-02
ENSMUSG00000020176	Grb10	-0.68	9.01E-03
ENSMUSG00000014329	Bicc1	-0.83	2.01E-02
ENSMUSG00000031595	Pdgfrl	-0.91	2.29E-03
ENSMUSG00000017466	Timp2	-0.98	7.23E-06
ENSMUSG00000039953	Clstn1	-0.99	1.69E-05
ENSMUSG00000026185	Igfbp5	-1.09	5.00E-10
ENSMUSG00000048126	Col6a3	-1.17	4.06E-05
ENSMUSG00000005397	Nid1	-1.27	1.02E-02
ENSMUSG00000001911	Nfix	-1.29	2.89E-08
ENSMUSG00000028664	Ephb2	-1.66	7.67E-04
ENSMUSG00000029838	Ptn	-1.73	5.20E-09
ENSMUSG00000035783	Acta2	-1.73	2.07E-07
ENSMUSG00000022371	Col14a1	-2.10	4.42E-05
ENSMUSG00000016262	Sertad4	-2.13	2.96E-06
ENSMUSG00000022324	Matn2	-2.22	2.82E-08
ENSMUSG00000036334	Igsf10	-2.57	0.00E+00
ENSMUSG00000020122	Egfr	-2.85	1.85E-05

### Commonalities and differences between juvenile and mature calvaria and cortices

Juvenile and adolescent bone differ in various processes, such as bone elongation. Hence, we sought to investigate if the DEGs found between the juvenile calvaria and cortices overlap with DEGs found between adult calvaria and cortices. We compared our list of DEGs obtained from 21 days old female mice to the combined 225 DEGs found by Wang et al. (16), who analyzed calvaria and tibia osteocytes in 4-month old mice, 6-month old rats and 6-year old macaque using RNA-Seq and Rawlinson et al. (17), who compared skull and limb bones of rats as well as of mature mice by microarray. Our study included bones with adjacent suture tissue, periosteum and endosteum, as these tissues are involved in intramembranous ossification (18). It should be considered that both studies on mature animals removed suture tissue and periosteum, therefore impeding the comparison with these studies. From 225 DEGs reported in their studies, 135 genes were also detected in our RNA-Seq.

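Of the 135 genes of Table S4, 116 had enough counts to be tested, and 115 of them had a log2 fold change with the sign of the table. They held limb patterning genes such as Shox2, WNT modulators such as Sost and Dkk1, and muscle genes such as Csrp3. At an adjusted p under 0.05 from edgeR, 26 of them differed between the juvenile bones, and 25 of these were DEGs, 6 higher in the cortical bone and 19 higher in the calvaria. The 19 genes not tested had fewer than 15 counts in each of the 14 libraries. The directions in the table come from these same samples, so they are not independent evidence.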

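In the juvenile bones, Igfbp5, Msx1, Nog and Lrp4 were higher in the calvaria, and Lrp5 and Sost had negative log2 fold changes as well. Of these 6 genes, 5 passed at an adjusted p under 0.05 from edgeR and Lrp5 did not. When the mouse was set as a block, Msx1 passed and the other 5 did not, against 3 passing in the same 10 libraries without the block.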

First, we found several DEGs with a higher expression level in the calvaria as compared to the cortical bone in juvenile animals, which was also reported for mature animals. These include, among others, Insulin-like growth factor binding protein 5 (Igfbp5), Lrp4, Msh homeobox 1 (Msx1) and Nog (**Figure 2F**; **Table S4**). Additionally, Rawlinson et al. (17), found a significantly higher expression level of several DEGs in the skull compared to the limb, such as Lrp5 and Sclerostin (Sost). However, we observed only a non-significant elevated expression of these genes in our study, which may also result from differences in study design that will be elaborated on in the discussion.

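Igfbp5, a secreted binding protein of insulin-like growth factors (chromosome 1 of GRCm38, 72857932 to 72874884), was 2.13-fold higher in the calvaria, at 518 ± 98.0 CPM (SD, n = 7) against 244 ± 49.0 in the cortical bone (log2 fold change -1.09, SE 0.15, adjusted p = 9.3e-05). Msx1, a homeobox factor of craniofacial mesenchyme (chromosome 5, 37820485 to 37824583), was 5.64-fold higher in the calvaria, at 47.7 ± 16.5 CPM against 8.93 ± 7.63 (log2 fold change -2.49, SE 0.37, adjusted p = 0.000226). In both genes every calvaria library lay above every cortical bone library. Both also passed with each of the 14 libraries left out in turn, at adjusted p of up to 0.000391 for Igfbp5 and 0.00110 for Msx1.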

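Sost, the WNT inhibitor made by osteocytes (chromosome 11 of GRCm38, 101962458 to 101967015), was 1.90-fold higher in the calvaria, at 88.6 ± 17.7 CPM (SD, n = 7) against 47.4 ± 10.9 in the cortical bone. Its log2 fold change was -0.92 (SE 0.17, adjusted p = 0.00146 from edgeR), and every calvaria library lay above every cortical bone library. Lrp5, a WNT coreceptor, was at 82.5 ± 16.2 CPM in the calvaria and 56.3 ± 17.7 in the cortical bone (log2 fold change -0.57, SE 0.19, adjusted p = 0.0771). Sost passed with each of the 14 libraries left out in turn (adjusted p of up to 0.00558) and not with the mouse as a block. Lrp5 passed without calvaria replicate 3 or cortical bone replicate 3 or 5, with adjusted p from 0.0134 to 0.159 over the libraries left out.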

Next, to further address commonalities between adolescent and mature bone, we focused on genes with a higher expression level in the cortical bone as compared to the calvaria. In agreement with the studies mentioned above on mature bone, we found DEGs such as Frizzled-related protein (Frzb), Short stature homeobox 2 (Shox2) and several HOX genes having a significantly higher expression level in the juvenile cortical bone compared to the calvaria. Furthermore, our analysis of juvenile bone revealed only a non-significant higher expression level of genes such as Cartilage oligomeric matrix protein (Comp) and Catenin beta 1 (Ctnnb1) in the cortical bone compared to the calvaria. 

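Shox2, a homeobox gene of limb outgrowth (chromosome 3 of GRCm38, 66971727 to 66981771), was 8.76-fold higher in the cortical bone, at 36.1 ± 15.9 CPM (SD, n = 7) against 3.78 ± 2.40 in the calvaria (log2 fold change 3.13, SE 0.36, adjusted p = 1.26e-05). It also passed with the mouse as a block. Frzb, a secreted WNT antagonist that is abundant in cartilage, was at 12.8 ± 13.9 CPM in the cortical bone and 3.10 ± 1.99 in the calvaria, a log2 fold change of 1.91 with a standard error of 0.66 (adjusted p = 0.0974 from edgeR), and it passed in DESeq2. Its cortical bone libraries ranged from 1.85 to 41.7 CPM, and without cortical bone replicate 5 the gene fell below the count minimum. Of the Hox genes below the minimum, Hoxc4 had 33 counts and Hoxc11 had 21 counts in the cortical bone, and both had none in the calvaria, which is at least 11.4-fold and 7.25-fold higher against a floor of 3 counts over the 7 calvaria libraries. Hoxb3 had 21 counts in the cortical bone and 1 in the calvaria, and Hoxa5 had 30 and 5.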

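Comp, a cartilage matrix protein, was at 164 ± 183 CPM (SD, n = 7) in the cortical bone and 122 ± 61.7 in the calvaria, and its libraries ranged from 36.0 to 567 CPM in the cortical bone alone (log2 fold change 0.44, SE 0.64, adjusted p = 0.760). Ctnnb1, which encodes beta-catenin, was at 439 ± 78.0 CPM in the cortical bone and 401 ± 67.1 in the calvaria (log2 fold change 0.13, SE 0.14, adjusted p = 0.655). For both genes the difference was smaller than the spread between the libraries of each bone. Neither passed with any of the 14 libraries left out.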

Their expression levels were found to be significantly higher in Wang et al. (16) and Rawlinson et al. (17) studies on mature animals contrary to our study on juvenile mice.

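Mepe and Csrp3 were higher in the juvenile calvaria. Mepe, a matrix phosphoglycoprotein of osteocytes (chromosome 5 of GRCm38, 104325329 to 104338611), was 2.21-fold higher, at 349 ± 50.6 CPM (SD, n = 7) against 159 ± 42.8 in the cortical bone (log2 fold change -1.14, SE 0.16, adjusted p = 0.00012 from edgeR). Csrp3, a muscle LIM protein, was 10.3-fold higher, at 94.3 ± 75.7 CPM against 9.97 ± 5.62 (log2 fold change -3.36, SE 0.58, adjusted p = 0.00337). Csrp3 was 1 of 38 measured genes of the skeletal muscle list, of which Myh8, Csrp3, Myh2 and Mb were higher in the calvaria and none in the cortical bone (18 higher in the calvaria when adjusted over the list alone). Mb, which encodes myoglobin, was at 2166 ± 1828 CPM in the calvaria and 231 ± 154 in the cortical bone. The median log2 fold change of the list was -1.63 (camera, adjusted p = 4.54e-12, and adjusted p = 0.302 with an estimated correlation). Once the mouse was a block Mepe passed and Csrp3 did not.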

At variance with the expression levels observed by Rawlinson et al. (17) investigating mature bone, we detected higher expression levels of the osteogenic marker Matrix extra-cellular phosphoglycoprotein (Mepe) and cardiomyopathy related Cysteine and glycine-rich protein 3 (Csrp3) in the calvaria compared to the cortical bone. Hitherto, no reports on Csrp3 function in bone cells exist, but as seen for their role in the heart, a function in mechanical sensing is possible (31). Additionally, we detected lower expression levels of the osteoclast marker Acp5 and skeletal muscle marker Cadherin 15 (Cdh15) in the juvenile calvarial bone compared to the cortical bone. It was previously shown that C2C12 myoblasts which undergo osteogenic differentiation following BMP2 treatment suppress CDH15 protein level (32). However, it should be considered that our whole tissue RNA-Seq approach may not be sensitive enough to detect differences in low abundant cell populations like osteoclasts. 

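Cdh15, a cadherin of muscle precursor cells (chromosome 8 of GRCm38, 122847966 to 122867397), was 1.81-fold higher in the cortical bone, at 59.9 ± 19.5 CPM (SD, n = 7) against 32.8 ± 6.30 in the calvaria (log2 fold change 0.86, SE 0.21, adjusted p = 0.0174 from edgeR). It was the single myogenic precursor gene with enough counts, while transcripts of mature muscle such as Acta1 had higher means in the calvaria, at 4041 ± 3841 CPM against 1437 ± 1202. Acp5, the acid phosphatase of osteoclasts, did not reach the threshold with all 14 libraries. It passed without calvaria replicate 6 or cortical bone replicate 4, 6 or 7, at adjusted p from 0.0364 to 0.133 over the libraries left out. In the MMP knockout libraries the log2 fold change of Acp5 was 0.14 in MMP2-/- (adjusted p = 0.812), 0.87 in MMP9-/- (adjusted p = 0.00167) and 1.04 in the double knockout (adjusted p = 0.00253). With the mouse as a block Cdh15 did not pass.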

Single cell RNA-Seq may overcome this limitation, although it has recently been described as not yet sensitive enough for low abundant bone cells (33). In total, several DEGs between cortical and calvarial bone exhibited the same expression pattern in juvenile and in mature bone, while only 4 DEGs between the cortical and calvarial bone had opposing expression levels comparing juvenile and mature bone.

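Of the 28 genes that Table S4 marks as DEGs, 27 could be tested and 23 passed at an adjusted p under 0.05 from edgeR, 5 higher in the cortical bone and 18 in the calvaria. Shox2 and Hoxa9 were among those higher in the cortical bone, and Igfbp5, Msx1 and Nog among those higher in the calvaria. The genes that did not pass were Frzb, Acp5, Nfib and Eln, which encodes elastin, and all but Nfib passed in DESeq2, while Hoxc9 was below the count minimum. Of the genes with opposing levels, Mepe, Csrp3 and Cdh15 passed and Acp5 did not. In the fit with the mouse as a block, 1 of these 4 genes passed, against 2 in the same 10 libraries without it. The reported levels of mature animals were not in these files, so the comparison between ages rests on the directions given in the paper.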

Moreover, we detected additional bone or ECM related DEGs that were not detected or categorized as being differentially expressed by Wang et al. (16) and Rawlinson et al. (17). Some of these DEGs may be related to the non-removal of the periosteum and sutures. 

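Bglap, Bglap2, Car12 and Prtn3 were higher in the juvenile cortical bone. Bglap, which encodes osteocalcin (chromosome 3 of GRCm38, 88383501 to 88384464), was 2.19-fold higher in the cortical bone, at 8563 ± 2726 CPM (SD, n = 7) against 3918 ± 1390 in the calvaria (log2 fold change 1.13, SE 0.22, adjusted p = 0.00604 from edgeR). Its paralog Bglap2, which lies next to it from 88377736 to 88378699 and is nearly identical to it, so the split of reads between them is uncertain, was 1.91-fold higher (adjusted p = 0.0186). Car12, a membrane carbonic anhydrase (chromosome 9, 66713686 to 66766845), was 5.09-fold higher, at 45.7 ± 28.1 CPM against 8.97 ± 4.29 (log2 fold change 2.35, SE 0.38, adjusted p = 0.000616). Prtn3, a serine protease of neutrophil granules (chromosome 10, 79874476 to 79883174), was 2.12-fold higher, at 1085 ± 336 CPM against 513 ± 95.2 (adjusted p = 0.000426). Prtn3 moved with other genes of the neutrophil and granulocyte precursor list, of which 8 of 19 were higher in the cortical bone and none in the calvaria (11 when adjusted over the list alone), with Ctsg 3.06-fold, Mpo 2.17-fold and Elane 2.12-fold higher. The list had a median log2 fold change of 0.81 (camera, adjusted p = 2.91e-11, and adjusted p = 0.132 with an estimated correlation). Under the mouse block Car12 passed, and Bglap, Bglap2 and Prtn3 did not.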

Amongst others Bglap, Bglap2 (13), Carbonic anhydrase 12 (Car12) (34) and Proteinase 3 (Prtn3) (35) exhibited a higher expression level in the cortical bone compared to the calvaria (**Figure 2G**; **Table 3**). Moreover, the calvaria demonstrated higher expression levels compared to the cortical bone of several mediators linked to the BMP, WNT and HH signaling pathways that have been associated with bone development (29). These differences in expression level of their mediators may play an important role in fine-tuning bone growth according to their function. For example, Transforming growth factor beta 2 (Tgfb2) and Tgfb3 are both linked to skeletal diseases (14). 

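The genes of Table 3 listed for WNT signaling that passed were all higher in the calvaria. Fzd1, a WNT receptor (chromosome 5 of GRCm38, 4753839 to 4758035), was 3.92-fold higher in the calvaria, at 39.6 ± 13.2 CPM (SD, n = 7) against 9.49 ± 3.85 in the cortical bone (log2 fold change -1.97, SE 0.28, adjusted p = 0.00012). Dkk3, a secreted member of the Dickkopf family, was at 112 ± 50.5 CPM in the calvaria and 45.6 ± 23.1 in the cortical bone (adjusted p = 0.0193), and Lrp1, a lipoprotein receptor, fell by 0.95 on the log2 scale toward the cortical bone (adjusted p = 0.00376). Dact1, Wnt9a and Shisa3 passed at adjusted p of 0.0396, 0.0366 and 0.0216, and Tcf7l1 (0.0514) and Lrp6 (0.101) did not. Tgfb3, a ligand of the TGF-beta family (chromosome 12, 86056745 to 86079041), was at 116 ± 37.8 CPM in the calvaria and 55.4 ± 19.7 in the cortical bone (log2 fold change -1.10, SE 0.22, adjusted p = 0.00449), and Tgfb2 had a log2 fold change of -1.16 (SE 0.34, adjusted p = 0.0515). Gpc3, a cell surface proteoglycan on the X chromosome, was 4.66-fold higher in the calvaria (adjusted p = 0.000122). Over the whole table, 18 of 25 genes passed, 4 higher in the cortical bone and 14 in the calvaria, among genes the study chose on these samples. Of the 8 WNT genes 6 passed, which became 3 without cortical bone replicate 2 or 6 and 8 without cortical bone replicate 3, and 0 with the mouse as a block, against 1 in the same 10 libraries without it.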

Next, the WNT-associated Shisa3 has been reported by Murakami et al. (44) to be expressed in calvarial osteoblasts, although no phenotype was reported after Shisa3 knockout. Dickkopf 3 (Dkk3) has been previously proposed to inhibit endochondral bone formation (42), but as with WNT related Transcription factor 7 like 1 (Tcf7l1) (39) and Dishevelled-binding antagonist of beta-catenin 1 (Dact1) (43), no study investigated its role in calvaria or cortical bone development in juvenile mice. The HH pathway mediators GLI family zinc finger 1 (Gli1) that promotes osteoblast differentiation (48), Intraflagellar transport 122 (Ift122) that was linked to cranioectodermal dysplasia in humans and protein kinase domain containing cytoplasmic (Pkdcc), which regulates craniofacial and long bone development (46) demonstrated higher expression levels in the calvaria compared to cortices. 

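Gli1, the transcription factor and target of hedgehog signaling (chromosome 10 of GRCm38, 127329882 to 127341974), was 3.54-fold higher in the calvaria, at 33.4 ± 14.5 CPM (SD, n = 7) against 10.1 ± 10.1 in the cortical bone (log2 fold change -1.83, SE 0.39, adjusted p = 0.00857 from edgeR). Pkdcc, a secreted kinase (chromosome 17, 83215292 to 83225070), was 2.11-fold higher, at 157 ± 28.1 CPM against 75.0 ± 26.6 (adjusted p = 0.000709). Ift122, a component of ciliary transport, was at 19.2 ± 8.77 CPM in the calvaria and 8.97 ± 5.05 in the cortical bone (log2 fold change -1.18, SE 0.35, adjusted p = 0.0538). Ift122 passed without calvaria replicate 3 or 4 or cortical bone replicate 3 or 5, with adjusted p from 0.0206 to 0.137 over the libraries left out. Pkd1, which encodes polycystin 1, had a log2 fold change of -0.68 (SE 0.20, adjusted p = 0.0544). Pkd1 passed without calvaria replicate 3 or cortical bone replicate 3 or 5, with adjusted p from 0.0164 to 0.131. When the mouse was set as a block, 0 of these 4 genes passed, against 1 in the same 10 libraries without it.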

Finally, additional genes associated with craniosynostosis were strongly expressed in the calvaria compared to the cortical bone, such as Axin2 (6), B cell leukemia/lymphoma 11B (Bcl11b) (49), Interleukin 11 receptor alpha chain 1 (Il11ra1) and Ski sarcoma viral oncogene homolog (Ski) (4), as well as the ephrin receptors Epha4 and Ephb3.

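Bcl11b and Il11ra1 set the calvaria apart most clearly among these genes. Bcl11b, a zinc finger transcription factor (chromosome 12 of GRCm38, 107910403 to 108003602), was 31.1-fold higher in the calvaria, at 26.9 ± 14.8 CPM (SD, n = 7) against 0.566 ± 0.767 in the cortical bone (log2 fold change -4.96, SE 0.50, adjusted p = 3.18e-06). Il11ra1, the receptor of interleukin 11 (chromosome 4, 41699989 to 41769474), was 5.23-fold higher, at 184 ± 58.5 CPM against 35.8 ± 16.4 (log2 fold change -2.39, SE 0.24, adjusted p = 5.29e-06). Epha4 and Ephb3, receptors of ephrins, were 3.68-fold and 3.18-fold higher in the calvaria (adjusted p = 0.00780 and 0.0165). Axin2, a negative regulator of WNT signaling, was at 15.2 ± 7.79 CPM in the calvaria and 7.15 ± 4.01 in the cortical bone (log2 fold change -1.26, SE 0.41, adjusted p = 0.0735). Axin2 passed without cortical bone replicate 3, with adjusted p from 0.0360 to 0.175 over the libraries left out. Ski had a log2 fold change of -0.78 (SE 0.23, adjusted p = 0.0545) and passed without calvaria replicate 3 or 4 or cortical bone replicate 3 or 5, with adjusted p from 0.0142 to 0.131. Once the mouse was a block Bcl11b and Il11ra1 passed and the other 4 genes did not.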

**Table 3:** Additional bone related DEGs found comparing juvenile murine cortices and calvaria.

Category	Gene ID	Gene name	log2FoldChange (Cortical/Calvarial)	p.adj	References
Uncategorized	ENSMUSG00000032373	Car12	2.36	4.30E-07	Liu et al. (34)
	ENSMUSG00000074483	Bglap	1.12	5.58E-06	van den Bos et al. (13)
	ENSMUSG00000057729	Prtn3	1.09	5.95E-03	Shao et al. (35)
	ENSMUSG00000074486	Bglap2	0.93	8.84E-04	van den Bos et al. (13)
	ENSMUSG00000026072	Il1r1	-0.85	1.67E-02	Matsuda et al., 2010 (36)
BMP signaling	ENSMUSG00000021253	Tgfb3	-1.11	1.54E-05	Guasto and Cormier-Daire, (29)
	ENSMUSG00000039239	Tgfb2	-1.17	2.38E-03	Guasto and Cormier-Daire, (29)
	ENSMUSG00000055653	Gpc3	-2.26	1.52E-06	Dwivedi et al. (37); Kolluri and Ho, 2019 (38)
WNT signaling	ENSMUSG00000055799	Tcf7l1	-0.69	2.27E-02	Velasco et al. (39)
	ENSMUSG00000030201	Lrp6	-0.70	3.82E-02	Maupin et al. (40)
	ENSMUSG00000040249	Lrp1	-0.96	5.54E-07	Lu et al. (41)
	ENSMUSG00000030772	Dkk3	-1.35	2.96E-06	Aslan et al., 2006, (42); Maupin et al. (40)
	ENSMUSG00000044548	Dact1	-1.44	3.31E-02	Esposito et al. (43)
	ENSMUSG00000044674	Fzd1	-1.99	8.85E-08	Maupin et al. (40)
	ENSMUSG00000000126	Wnt9a	-2.08	5.92E-03	Maupin et al. (40)
	ENSMUSG00000050010	Shisa3	-3.25	7.54E-04	Murakami et al. (44)
HH signaling	ENSMUSG00000032855	Pkd1	-0.69	2.22E-02	Qiu et al. (45)
	ENSMUSG00000024247	Pkdcc	-1.08	1.30E-04	Maridas et al. (46)
	ENSMUSG00000030323	Ift122	-1.21	5.20E-03	Moosa et al., 2016 (47)
	ENSMUSG00000025407	Gli1	-1.82	5.33E-05	Ohba (48)
Craniosynostosis	ENSMUSG00000000142	Axin2	-1.29	2.47E-02	Behr et al. (6)
	ENSMUSG00000005958	Ephb3	-1.67	1.57E-04	Ishii et al. (4)
	ENSMUSG00000026235	Epha4	-1.90	7.72E-05	Ishii et al. (4)
	ENSMUSG00000073889	Il11ra1	-2.39	0.00E+00	Ishii et al. (4)
	ENSMUSG00000048251	Bcl11b	-5.22	4.91E-08	Holmes et al. (49)

In summary, we found over 600 DEGs between calvaria and cortical bone of femur in juvenile female mice, including DEGs that were detected in previous studies that focused on adult animals and differed in experimental procedures. Many of our bone related DEGs, like several WNT signaling mediators, were not categorized as DEGs in these studies, and many DEGs reported in these studies were not confirmed by us in juvenile animals.

### Enrichment of bone-relevant gene ontology terms in juvenile murine bone

Next, to check for enriched gene ontology (GO) Biological Process terms, we used GOrilla on the DEGs detected in this study. The resulting top 20 terms ranked by the enrichment score are shown in **Table 4**, including bone relevant terms related to protein kinase C activity (50), response to Vitamin K (51), forelimb morphogenesis, cartilage condensation and WNT signaling (52) (**Table 4**). DEGs that were associated with these gene sets include Epidermal growth factor receptor (Egfr), Receptor tyrosine kinase like orphan receptor 2 (Ror2), Bglap2, Twist1, Alx4, Wnt9a, Msx1, Lrp6, Ift122, Polycystin 1 (Pkd1) and Tgfb2, which exhibited a higher expression level in the calvaria compared to the cortical bone as well as Shox2, Hoxa9 and Col11a1, which exhibited a higher expression level in the cortical bone compared to the calvaria (**Figures 2D–G**). 

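Of the 14 genes named for the enriched terms, 10 differed between the bones at an adjusted p under 0.05 from edgeR. Egfr, the receptor of epidermal growth factor (chromosome 11 of GRCm38, 16752203 to 16918158), was 6.72-fold higher in the calvaria, at 13.2 ± 5.50 CPM (SD, n = 7) against 1.77 ± 1.19 in the cortical bone (log2 fold change -2.75, SE 0.46, adjusted p = 0.000691). Ror2, a WNT5A receptor (chromosome 13, 53109312 to 53286124), was 3.91-fold higher in the calvaria, at 34.9 ± 14.6 CPM against 9.07 ± 3.94 (adjusted p = 0.000525). Wnt9a, a WNT ligand of joints and skull, was at 9.72 ± 6.41 CPM in the calvaria and 2.38 ± 2.15 in the cortical bone. Twist1, Alx4 and Msx1 were also higher in the calvaria, and Shox2, Hoxa9, Col11a1 and Bglap2 were higher in the cortical bone. The genes that did not pass were Lrp6, Ift122, Pkd1 and Tgfb2, each with a negative log2 fold change. The study chose these genes on these samples, and with 1 library left out 8 (without cortical bone replicate 6) to 14 (without cortical bone replicate 3) passed. With the mouse as a block 4 passed, against 8 in the same 10 libraries without it.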

Our results indicate that multiple gene sets are responsible for the differential development of the juvenile murine calvarial and cortical bone.

**Table 4:** Enriched terms by Gorilla.

GO Biological Process Term	Description	p.value	FDR q-value	Enrichment Score	Genes
GO:1900020	positive regulation of protein kinase C activity	2.70E-04	2.25E-02	15.44	Agt - angiotensinogen (serpin peptidase inhibitor, clade a, member 8), Egfr - epidermal growth factor receptor, Ror2 - receptor tyrosine kinase-like orphan receptor 2
GO:1900019	regulation of protein kinase C activity	2.70E-04	2.24E-02	15.44	Agt - angiotensinogen (serpin peptidase inhibitor, clade a, member 8), Egfr - epidermal growth factor receptor, Ror2 - receptor tyrosine kinase-like orphan receptor 2
GO:1990048	anterograde neuronal dense core vesicle transport	2.70E-04	2.23E-02	15.44	Kif1c - kinesin family member 1c, Kif1b - kinesin family member 1b, Sybu - syntabulin (syntaxin-interacting)
GO:0060371	regulation of atrial cardiac muscle cell membrane depolarization	2.70E-04	2.21E-02	15.44	Cacna1g - calcium channel, voltage-dependent, t type, alpha 1g subunit, Scn1b - sodium channel, voltage-gated, type i, beta, Gja1 - gap junction protein, alpha 1
GO:0032571	response to vitamin K	8.27E-05	8.50E-03	12.35	Gas6 - growth arrest specific 6, Bglap - bone gamma carboxyglutamate protein, Bglap2 - bone gamma-carboxyglutamate protein 2, Postn - periostin, osteoblast specific factor
GO:0014820	tonic smooth muscle contraction	8.27E-05	8.44E-03	12.35	Mylk - myosin, light polypeptide kinase, Ednra - endothelin receptor type a, Cacna1g - calcium channel, voltage-dependent, t type, alpha 1g subunit, Agt - angiotensinogen (serpin peptidase inhibitor, clade a, member 8)
GO:0062042	regulation of cardiac epithelial to mesenchymal transition	5.21E-04	3.76E-02	8.82	Twist1 - twist basic helix-loop-helix transcription factor 1, Tgfb2 - transforming growth factor, beta 2, Nog - noggin, Eng - endoglin
GO:0014829	vascular smooth muscle contraction	5.21E-04	3.74E-02	8.82	Ednra - endothelin receptor type a, Acta2 - actin, alpha 2, smooth muscle, aorta, Cacna1g - calcium channel, voltage-dependent, t type, alpha 1g subunit, Agt - angiotensinogen (serpin peptidase inhibitor, clade a, member 8)
GO:0003071	renal system process involved in regulation of systemic arterial blood pressure	5.21E-04	3.72E-02	8.82	Gas6 - growth arrest specific 6, Emp2 - epithelial membrane protein 2, Agt - angiotensinogen (serpin peptidase inhibitor, clade a, member 8), Gja1 - gap junction protein, alpha 1
GO:0060312	regulation of blood vessel remodeling	5.21E-04	3.70E-02	8.82	Tmbim1 - transmembrane bax inhibitor motif containing 1, Flt4 - fms-like tyrosine kinase 4, Erg - avian erythroblastosis virus e-26 (v-ets) oncogene related, Gja1 - gap junction protein, alpha 1
GO:0035115	embryonic forelimb morphogenesis	2.87E-07	9.06E-05	8.17	En1 - engrailed 1, Msx1 - msh homeobox 1, Alx4 - aristaless-like homeobox 4, Wnt9a - wingless-type mmtv integration site 9a, Twist1 - twist basic helix-loop-helix transcription factor 1, Shox2 - short stature homeobox 2, Hoxa9 - homeobox a9, Lrp6 - low density lipoprotein receptor-related protein 6, Ift122 - intraflagellar transport 122
GO:0048251	elastic fiber assembly	2.15E-04	1.86E-02	7.72	Fbln5 - fibulin 5, Ltbp4 - latent transforming growth factor beta binding protein 4, Mfap4 - microfibrillar-associated protein 4, Lox - lysyl oxidase, Thsd4 - thrombospondin, type i, domain containing 4
GO:0033622	integrin activation	9.88E-04	5.99E-02	7.72	Cx3cl1 - chemokine (c-x3-c motif) ligand 1, Cxcl12 - chemokine (c-x-c motif) ligand 12, Fermt2 - fermitin family homolog 2 (drosophila), Col16a1 - collagen, type xvi, alpha 1
GO:0060065	uterus development	9.88E-04	5.96E-02	7.72	Hoxa10 - homeobox a10, Hoxa9 - homeobox a9, Rbp4 - retinol binding protein 4, plasma, Tgfb2 - transforming growth factor, beta 2
GO:0098743	cell aggregation	8.34E-05	8.45E-03	7.13	Thra - thyroid hormone receptor alpha, Mpz - myelin protein zero, Pkd1 - polycystic kidney disease 1 homolog, Tgfb2 - transforming growth factor, beta 2, Ror2 - receptor tyrosine kinase-like orphan receptor 2, Col11a1 - collagen, type xi, alpha 1
GO:0033273	response to vitamin	8.34E-05	8.39E-03	7.13	Gas6 - growth arrest specific 6, Ada - adenosine deaminase, Bglap - bone gamma carboxyglutamate protein, Bglap2 - bone gamma-carboxyglutamate protein 2, Lrp6 - low density lipoprotein receptor-related protein 6, Postn - periostin, osteoblast specific factor
GO:2000095	regulation of Wnt signaling pathway, planar cell polarity pathway	3.73E-04	2.88E-02	7.02	Nkd1 - naked cuticle 1 homolog (drosophila), Gpc3 - glypican 3, Sfrp2 - secreted frizzled-related protein 2, Lrp6 - low density lipoprotein receptor-related protein 6, Dact1 - dapper homolog 1, antagonist of beta-catenin (xenopus)
GO:0035136	forelimb morphogenesis	1.66E-06	3.76E-04	6.95	En1 - engrailed 1, Msx1 - msh homeobox 1, Alx4 - aristaless-like homeobox 4, Wnt9a - wingless-type mmtv integration site 9a, Twist1 - twist basic helix-loop-helix transcription factor 1, Shox2 - short stature homeobox 2, Hoxa9 - homeobox a9, Lrp6 - low density lipoprotein receptor-related protein 6, Ift122 - intraflagellar transport 122
GO:0001502	cartilage condensation	6.06E-04	4.22E-02	6.43	Thra - thyroid hormone receptor alpha, Pkd1 - polycystic kidney disease 1 homolog, Tgfb2 - transforming growth factor, beta 2, Ror2 - receptor tyrosine kinase-like orphan receptor 2, Col11a1 - collagen, type xi, alpha 1
GO:0060004	reflex	6.06E-04	4.20E-02	6.43	Auts2 - autism susceptibility candidate 2, Npnt - nephronectin, Shank1 - sh3/ankyrin domain gene 1, Pmp22 - peripheral myelin protein 22, Gja1 - gap junction protein, alpha 1

### Enrichment of KEGG gene sets in the juvenile murine calvaria and cortices

In the next step, we performed GSEA using the KEGG database to identify enriched data sets by ranking all detected genes, including DEGs (**Figure 3**; **Table S5**). 

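Genes of ribosomes, splicing, DNA replication and protein turnover tended to slightly higher levels in the cortical bone, and genes of signaling and cell adhesion pathways to lower levels, with single members such as Psma5 and Egfr passing the test of each gene. As the KEGG sets were not available here, lists of these processes and pathways were written from textbook knowledge and tested with camera. The proteasome list, had 37 measured members, of which Psma5 and Psma6, subunits of the core particle, were higher in the cortical bone (8 when adjusted over the list alone). Psma5 was at 34.8 ± 5.66 CPM (SD, n = 7) in the cortical bone and 18.1 ± 5.48 in the calvaria (adjusted p = 0.0137). The median of the list was 0.32 on the log2 scale (adjusted p = 1.58e-05 from camera, and adjusted p = 0.132 with an estimated correlation). For the BMP and TGF-beta list the median over 33 genes was -0.34, with Nog, Tgfb3, Ltbp2 and Id2 higher in the calvaria and none in the cortical bone (8 when adjusted over the list alone). Camera gave an adjusted p of 0.000455 for it, and adjusted p = 0.302 with an estimated correlation, and with the neutrophil score as a covariate its direction turned and 1 gene passed.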

In total, 26 enriched gene sets were found, including 14 with a positive normalized enrichment score and 12 with a negative normalized enrichment score in the cortical bone compared to the calvaria.

**Figure 3:**
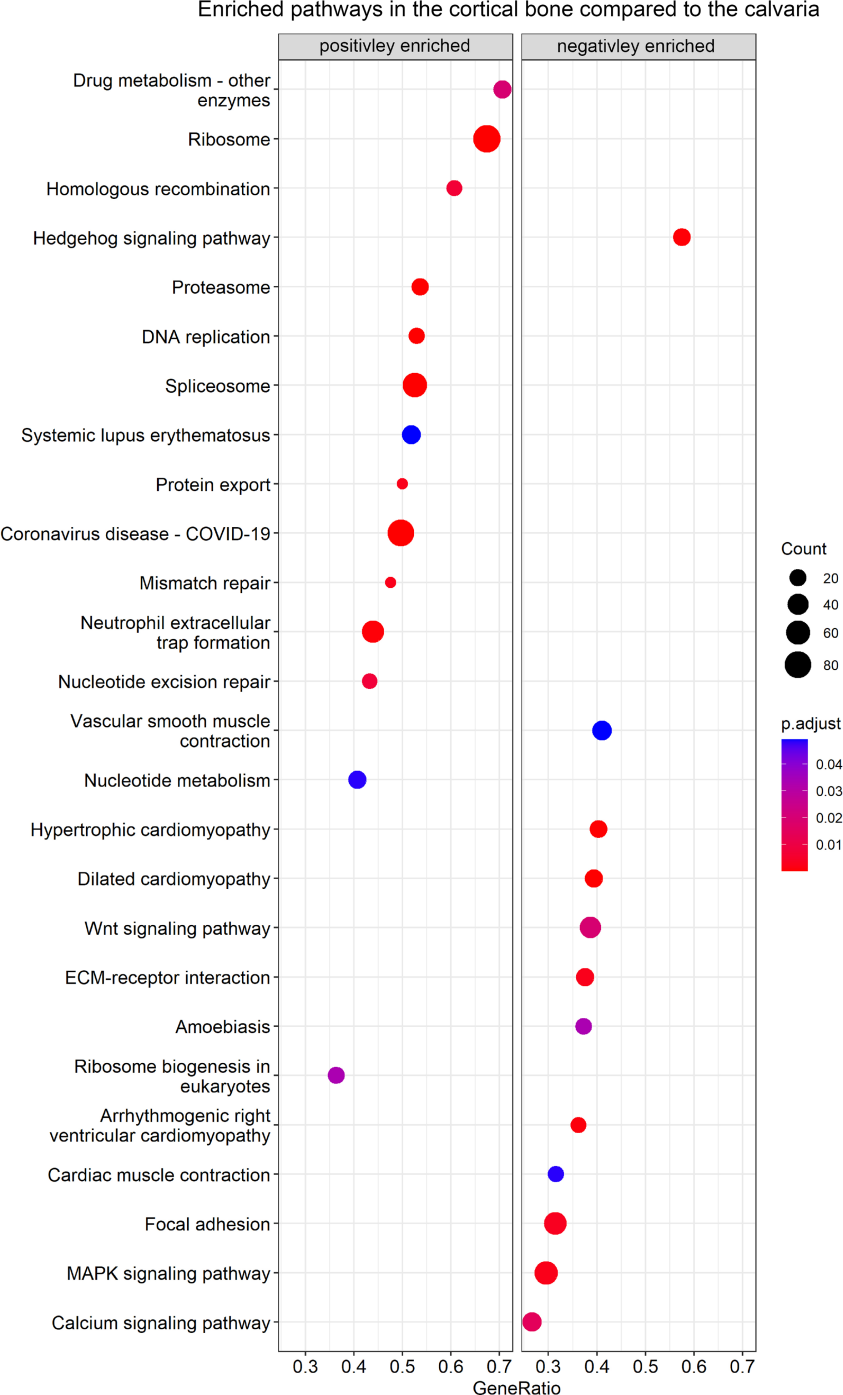
GSEA of enriched KEGG pathways between cortical and calvarial bone. The cortical bone displayed a positive enrichment for gene sets related to DNA replication, whereas the calvaria displayed a positive enrichment of gene sets related to signaling pathways. P–values were adjusted using FDR correction. Gene ratio is defined as the number of enriched genes in the gene set/total number of genes in the gene set and the enriched gene number per gene set is represented by count size.

Gene sets positively enriched in the cortical bone focused on cellular pathways and included nucleotide metabolism, homologous recombination, DNA replication, mismatch repair, spliceosome and ribosome-related terms. Moreover, the calvaria demonstrated a positive enrichment for terms focusing on signaling pathways such as calcium, Hedgehog, MAPK and WNT signaling as well as related terms like ECM-receptor interaction and Focal adhesion.

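Genes of DNA replication and repair mostly had small positive log2 fold changes, and few of them passed the test. Of 35 DNA replication genes, 33 had positive log2 fold changes, and Ssbp1, a mitochondrial single-strand binding protein, and Rpa3, a subunit of replication protein A, were higher in the cortical bone (2 when adjusted over the list alone). Ssbp1 was at 28.3 ± 4.58 CPM (SD, n = 7) in the cortical bone and 14.2 ± 4.48 in the calvaria (adjusted p = 0.0166). The same 2 genes passed among 21 mismatch repair genes, and Rpa3 passed among 23 homologous recombination genes (2 and 1 when adjusted over the lists alone). The medians of these lists were 0.30, 0.28 and 0.16 on the log2 scale, with adjusted p of 4.34e-05, 0.00331 and 0.0181 from camera, and adjusted p = 0.399, 0.399 and 0.404 with an estimated correlation. Of 75 spliceosome genes, Snu13 and Hnrnpc were higher in the cortical bone (0 when adjusted over the list alone), with a median of 0.24 (adjusted p = 1.92e-05, and adjusted p = 0.273 with an estimated correlation). Ada, adenosine deaminase, was higher among 27 nucleotide metabolism genes (6 when adjusted over the list alone), with a median of 0.32 (adjusted p = 4.34e-05, and adjusted p = 0.123 with an estimated correlation). Cell division genes such as Mki67 had a median of 0.35 over 17 genes with 0 passing in edgeR, and their mean level per library was 6.76 ± 0.528 in the cortical bone and 6.39 ± 0.530 in the calvaria (exact permutation test, p = 0.206, n = 7 per bone). With the neutrophil score as a covariate, the replication, mismatch repair and recombination lists no longer passed and their direction turned to the calvaria. That score itself differed between the bones by 0.733 (exact permutation test, adjusted p = 0.0280), so the covariate also takes out part of the difference between the bones. In the fit with the mouse as a block 0 genes of these lists passed, as in the same 10 libraries without it.

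**Figure D2:**
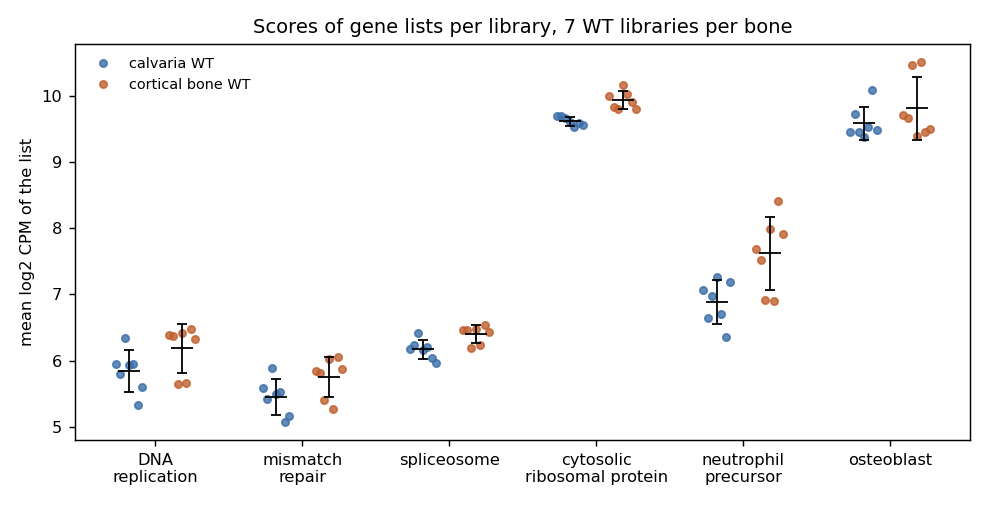
Mean log2 CPM of the measured genes of 6 lists in each of the 7 calvaria WT and 7 cortical bone WT libraries. Points are libraries, and bars are the mean and SD. The cytosolic ribosomal protein scores of the bones do not overlap, while those of DNA replication, mismatch repair and osteoblast genes overlap.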

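Most genes of the WNT, calcium and focal adhesion lists had negative log2 fold changes, and a minority passed the test. Of 45 WNT pathway genes, 10 were higher in the calvaria and none in the cortical bone (16 and 2 when adjusted over the list alone), with Sfrp2, Fzd1, Ror2 and Nkd1 the strongest. Nkd1, an inhibitor within the WNT pathway, was at 18.4 ± 3.74 CPM (SD, n = 7) in the calvaria and 3.86 ± 3.22 in the cortical bone (adjusted p = 0.000911). Of 68 calcium signaling genes, 7 were higher in the calvaria and 2 in the cortical bone (13 and 3 when adjusted over the list alone). Cacna1g, a T-type calcium channel, was 3.05-fold higher in the calvaria, with a log2 fold change of -1.61 and an SE of 0.21 (adjusted p = 5.31e-05). Of 60 focal adhesion genes, 8 were higher in the calvaria (11 when adjusted over the list alone), and of 57 ECM-receptor genes 10 were higher in the calvaria and 2 in the cortical bone (16 and 3 when adjusted over the list alone). The medians were -0.37, -0.23, -0.17 and -0.13 on the log2 scale for the WNT, calcium, focal adhesion and ECM-receptor lists. Camera gave adjusted p of 2.36e-08, 0.000383, 0.000719 and 0.000455 for them, and adjusted p = 0.123, 0.102, 0.140 and 0.302 with an estimated correlation. Some members are genes of skeletal or smooth muscle, such as Mylk and Flnc, which were higher in the calvaria, and without the genes of the muscle list the calcium list had 63 members and an adjusted p of 0.00171. Under the mouse block 1 WNT, 2 calcium, 1 focal adhesion and 3 ECM-receptor genes passed, against 5, 2, 1 and 2 in the same 10 libraries without it. Over the libraries left out 6 to 16 WNT, 5 to 16 calcium, 4 to 14 focal adhesion and 9 to 20 ECM-receptor genes passed, and with the neutrophil score as a covariate 4, 3, 1 and 12 passed.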

For instance, **Figure S1** shows the enriched gene sets of WNT/HH signaling, Ribosome and ECM-receptor interaction. 

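Of 45 measured WNT pathway genes, 10 had positive and 35 had negative log2 fold changes from calvaria to cortical bone. Those higher in the calvaria included secreted inhibitors (Sfrp2, Dkk3, Wif1 and Sost), the receptors Fzd1 and Ror2, the ligand Wnt9a and the intracellular inhibitors Nkd1 and Dact1. Wif1, which binds WNT ligands, was at 441 ± 37.1 CPM (SD, n = 7) in the calvaria and 315 ± 67.0 in the cortical bone (log2 fold change -0.49, SE 0.13, adjusted p = 0.0351 from edgeR). None of the 45 passed as higher in the cortical bone. Wnt11 had 46 counts in the calvaria and 14 in the cortical bone and Wnt4 had 19 and 51, both below the count minimum in each library.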

Canonical and non-canonical WNT signaling pathways contained genes with higher and lower expression levels between the calvaria and cortices. Therefore no conclusion could be drawn as to which specific WNT pathway may be more activated in cortical bone or the calvaria (**Figure S1A**). Additionally, **Figure S1B** shows the increased expression of several HH mediators in the calvaria. 

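Scube2 and Gli1 were the hedgehog pathway genes that passed, both higher in the calvaria. Scube2, a secreted protein that helps release hedgehog ligands (chromosome 7 of GRCm38, 109798676 to 109865679), was 4.01-fold higher in the calvaria, at 22.0 ± 9.45 CPM (SD, n = 7) against 5.57 ± 2.49 in the cortical bone (log2 fold change -2.01, SE 0.34, adjusted p = 0.00081). Of 36 measured genes of the list, 27 had negative log2 fold changes, 2 passed as higher in the calvaria and none as higher in the cortical bone (2 when adjusted over the list alone). The median was -0.25 on the log2 scale (camera, adjusted p = 0.000369, and adjusted p = 0.132 with an estimated correlation). Of 18 primary cilium genes, Ift20 was higher in the cortical bone and none in the calvaria (1 and 5 when adjusted over the list alone), and the list did not pass (adjusted p = 0.191, and adjusted p = 0.404 with an estimated correlation). When the mouse was set as a block 1 hedgehog gene passed, as in the same 10 libraries without it, while 6 passed without calvaria replicate 3. With the neutrophil score as a covariate 0 passed, and the list did not pass either.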

The HH signaling gene set has been linked to craniofacial development and our list of DEGs contained the HH pathway mediators Gli1, Ift122, Pkd1 that effects Gli2 expression (45), and Pkdcc. All four genes were linked to the primary cilium (53–56), an organ that is involved in mechanosensing (57, 58), indicating another connection between the HH and WNT pathways regulating bone development (52). Furthermore, **Figures S1C, D** show the increased expression levels of ribosome-related genes in the cortical bone. These gene sets include the genes EMG1 N1-specific pseudouridine methyltransferase (Emg1), which is associated with the Bowen-Conradi syndrome (59), Treacle (Tcof1), which is associated with Treacher Collins syndrome as well as the Diamond-Blackfan anemia associated Ribosomal protein L11 (Rpl11), Rpl35a, Ribosomal protein S17 (Rps17) and Rps24 (60). 

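Most ribosomal protein genes had small positive log2 fold changes, and a minority passed the test. Of 77 cytosolic ribosomal protein genes, 75 had positive log2 fold changes and 10 were higher in the cortical bone at an adjusted p under 0.05, with none higher in the calvaria (33 when adjusted over the list alone). Their mean level per library was 9.93 ± 0.134 log2 CPM (SD, n = 7) in the cortical bone and 9.62 ± 0.069 in the calvaria, without overlap (exact permutation test, p = 0.000583, the smallest p this design can give). Rpl4, for example, was at 3133 ± 347 CPM in the cortical bone and 2314 ± 192 in the calvaria, and Rpl7 was at 483 ± 59.6 and 265 ± 112 (adjusted p = 0.0146 and 0.0251). Mrpl20 passed among 69 mitochondrial ribosomal protein genes, and Nhp2 and Snu13, components of small nucleolar particles, passed among 35 ribosome biogenesis genes (1 and 2 when adjusted over the lists alone). The medians of the lists were 0.29, 0.22 and 0.24 on the log2 scale, with adjusted p of 1.78e-11, 0.000151 and 0.00329 from camera, and adjusted p = 0.140, 0.123 and 0.132 with an estimated correlation. Of the 77 cytosolic genes, 2 passed without cortical bone replicate 6 and 21 passed without calvaria replicate 3, and with the mouse as a block 0 passed, against 1 in the same 10 libraries without it. DESeq2 called 31 of them, and 1 passed with the muscle or the neutrophil score as a covariate.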

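Rpl11, Rpl35a, Rps24 and Emg1 tended to be higher in the cortical bone without passing in edgeR, while Rpl11 and Rpl35a passed in DESeq2, and Tcof1 tended to be lower. Rpl11 was at 1988 ± 217 CPM (SD, n = 7) in the cortical bone and 1563 ± 160 in the calvaria (log2 fold change 0.35, adjusted p = 0.0608), and Rpl35a had a log2 fold change of 0.91 (adjusted p = 0.0838). Rps24 and Emg1, a methyltransferase of ribosome assembly, had log2 fold changes of 0.43 (adjusted p = 0.608) and 0.34 (adjusted p = 0.253). Tcof1, which acts in the transcription of ribosomal RNA genes, had a negative log2 fold change of -0.42 (SE 0.15, adjusted p = 0.113), at 75.6 ± 9.17 CPM in the calvaria and 56.3 ± 11.2 in the cortical bone. Without calvaria replicate 3, Rpl11 (adjusted p range 0.0439 to 0.142 over the libraries left out) and Rpl35a (0.0119 to 0.168) passed, as did Rpl35a without calvaria replicate 2 and Rpl11 without cortical bone replicate 7. Once the mouse was a block, 0 of these 5 genes passed, as in the same 10 libraries without it.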

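Integrin Itgb5 and matrix genes of fibrous tissue were higher in the calvaria, and Itgb3 and Tnc were higher in the cortical bone. Itgb5, an integrin beta subunit (chromosome 16 of GRCm38, 33829665 to 33949338), was 4.28-fold higher in the calvaria, at 360 ± 158 CPM (SD, n = 7) against 85.1 ± 28.9 in the cortical bone (log2 fold change -2.10, SE 0.26, adjusted p = 8.61e-05). Col6a1, a chain of type VI collagen, was at 350 ± 131 CPM in the calvaria and 122 ± 48.2 in the cortical bone (adjusted p = 0.00256). Npnt, which encodes nephronectin, fell by 1.41 on the log2 scale toward the cortical bone (adjusted p = 0.000136). Spp1, which encodes osteopontin, had means of 1522 CPM in the cortical bone and 1227 CPM in the calvaria (log2 fold change 0.31, SE 0.26, adjusted p = 0.560). Spp1 did not pass with any of the 14 libraries left out in turn.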

Several integrins as well as ECM molecules like collagens and osteopontin were differentially expressed between cortices and calvaria (**Figure S1E**). For instance, we observed elevated Integrin alpha 5 (Itga5) and Integrin beta 1 (Itgb1) expression levels in the calvaria, and a decreased expression of these integrins was linked to apoptosis in unloaded rat osteoblasts (61). Furthermore, in agreement with the finding that αVβ3 integrins are highly abundant in osteoclasts (62), we observed an increased Itgav/Itgb3 integrins expression level in the cortical bone. Therefore, the enrichment of the ECM receptor gene set could indicate differences in osteoblast and osteoclast activity.

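Itga5 and Itgb1, the subunits of a fibronectin receptor, did not differ between the bones by more than the spread of the libraries. Itga5 was at 17.5 ± 3.82 CPM (SD, n = 7) in the calvaria and 12.9 ± 9.77 in the cortical bone, where the libraries ranged from 3.29 to 29.0 CPM (log2 fold change -0.50, SE 0.37, adjusted p = 0.486). Itgb1 was at 260 ± 33.7 CPM in the calvaria and 257 ± 54.7 in the cortical bone (log2 fold change -0.02, SE 0.14, adjusted p = 0.958). Neither passed with any of the 14 libraries left out or with the mouse as a block.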

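Itgb3, the beta subunit of the vitronectin receptor of osteoclasts (chromosome 11 of GRCm38, 104608000 to 104670476), was 1.59-fold higher in the cortical bone, at 222 ± 41.0 CPM (SD, n = 7) against 139 ± 19.8 in the calvaria (log2 fold change 0.67, SE 0.14, adjusted p = 0.00702). Its partner Itgav was at 11.1 ± 5.43 CPM in the cortical bone and 7.05 ± 4.85 in the calvaria (log2 fold change 0.46, SE 0.42, adjusted p = 0.590). Of 11 measured osteoclast genes, Itgb3 and Dcstamp, which acts in osteoclast fusion, were higher in the cortical bone and none in the calvaria (4 when adjusted over the list alone). Itgb3 is also made by megakaryocytes, and their marker Pf4 was higher in the cortical bone as well, at 484 ± 200 CPM against 274 ± 37.3 (adjusted p = 0.0396). The osteoclast list had a median log2 fold change of 0.44 (camera, adjusted p = 0.00237, and adjusted p = 0.302 with an estimated correlation). Once the mouse was a block 0 osteoclast genes passed, as in the same 10 libraries without it, and 0 passed with the muscle score and 6 with the neutrophil score as a covariate.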

The MAPK signaling gene set was positively enriched in the calvaria and has been linked to osteogenesis (63) and WNT signaling (64). 

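Of 88 MAPK pathway genes, 6 were higher in the calvaria and none in the cortical bone (11 when adjusted over the list alone). These were Egfr, Tgfb3, the filamin Flnc of muscle, the receptor Pdgfrb and the immediate early genes Nr4a1 and Jund. Flnc was at 81.6 ± 44.6 CPM (SD, n = 7) in the calvaria and 19.2 ± 12.1 in the cortical bone (log2 fold change -2.14, SE 0.44, adjusted p = 0.0111). Pdgfrb, a receptor of pericytes and mesenchyme, was at 125 ± 56.4 CPM in the calvaria and 67.5 ± 21.6 in the cortical bone (adjusted p = 0.0330). Il1r1, a receptor of interleukin 1, was at 24.3 ± 7.64 CPM in the calvaria and 14.3 ± 5.10 in the cortical bone (log2 fold change -0.81, SE 0.26, adjusted p = 0.0708). The median of the list was -0.20 on the log2 scale (camera, adjusted p = 0.000159, and adjusted p = 0.123 with an estimated correlation). In the fit with the mouse as a block 0 genes of the list passed, against 1 in the same 10 libraries without it, while 3 passed without calvaria replicate 2 or cortical bone replicate 1, 2 or 6, 12 without cortical bone replicate 3 and 2 with the neutrophil score as a covariate.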

Although our list of DEGs did not contain the most abundant MAPK signaling mediators, it did include some distant mediators of the KEGG MAPK gene set such as Egfr, Interleukin 1 receptor type I (Il1r1), Tgfb2 and Tgfb3. Interestingly, MAPK is further related to the calvaria-enriched calcium signaling gene set. Moreover, Eapen et al. (65) reported that calcium signaling activates the p38 MAPK pathway, eventually inducing Runt-related transcription factor 2 (Runx2) expression and calvarial osteoblast differentiation *in vitro*. Finally, the calvaria showed a positive enrichment for gene sets related to cardiovascular-related terms compared to the cortices. This is not surprising as the enriched gene sets included integrins as well as DEGs like Lamin A/C (Lmna) (66) and Tenascin C (Tnc) (67), both taking part in bone formation as well as cardiovascular related gene sets.

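Of 35 measured genes listed for cardiomyopathy, Itgb5, Lmna, Tgfb3, Lama2 and Itga11 were higher in the calvaria and none in the cortical bone (8 and 1 when adjusted over the list alone). Lmna, which encodes lamins A and C (chromosome 3 of GRCm38, 88480147 to 88509956), was 1.86-fold higher in the calvaria, at 688 ± 134 CPM (SD, n = 7) against 371 ± 118 in the cortical bone (log2 fold change -0.90, SE 0.18, adjusted p = 0.00324). Lama2, a laminin chain of muscle basement membrane, was at 18.3 ± 5.88 CPM in the calvaria and 5.95 ± 3.41 in the cortical bone (adjusted p = 0.00950). The median of the list was -0.64 on the log2 scale (camera, adjusted p = 0.000413, and adjusted p = 0.302 with an estimated correlation). Some of its genes are also in the skeletal muscle list, and without them its other 30 genes had an adjusted p of 0.00399. With the muscle score as a covariate the list no longer passed. Under the mouse block 1 gene of the list passed, as in the same 10 libraries without it.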

## Discussion

In this study, we compared the transcriptome of two different bones, the skull calvaria and the femoral cortical bone. While both bones develop through intramembranous ossification, each is structurally and functionally different. The skull bone protects the brain, whereas the cortical bone is involved in locomotion and load-bearing. Moreover, each bone is affected by different diseases. Hence, the question regarding their similar or divergent molecular signature arises. Previous studies focused on embryological development (4, 11) and the mature state of these bones at various mammalian species (16, 17). Here, we used a high number of biological replicates to provide new insights into the juvenile murine bone, which still undergoes modeling processes. A limitation of this study was the analysis of only juvenile female mice. However, the sexual maturation for C57BL/6 mice has been reported to begin after P25 (68) and therefore, only minor differences to male mice can be expected. Notably, the bulk RNA-Seq was conducted on RNA extracted directly from bone tissue to remain as close as possible to the native tissue since isolation and cultivation of osteogenic cells *in-vitro* before RNA-Seq analysis was reported to affect gene expression levels (33). First, we scanned our list of DEG for genes that have been linked to bone disease, development and homeostasis in the literature. The GO analysis of all 602 DEGs showed expected results, e.g., biologically relevant terms related to limb development that match the higher expression levels of pattern-associated *Hox* genes in the cortices compared to the calvaria as reported for mature animals as well (16, 17). The detected DEGs are involved in various processes from epigenetic regulation up to matrix remodeling, rather than only one process, indicating that every step of bone modeling in calvaria and cortices can vary between both bones. Subsequently, we performed GSEA to identify enriched KEGG pathways in the cortical bone and calvaria.

### Several key bone markers are not differentially expressed between the calvaria and cortical bone of juvenile mice

Our study provided general oversight of the expression level of several genes related to bone development and homeostasis. We were not able to detect significant differences in the expression level of major bone genes between calvaria and cortical bones, such as Alkaline phosphatase (Alpl), Col1a1, Col1a2, Dentin matrix protein 1 (Dmp), Integrin binding sialoprotein (Ibsp), Runx1, Runx2, Runx3, Osterix (Sp7), Serpinf1 or Sparc. It seems likely that the expression levels of these universal bone markers are bone type independent and bone-specific differences occur in the subsequent processes, such as posttranscriptional regulation. 

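Col1a1 and Alpl were at similar mean levels in the bones, with a larger SD in the cortical bone. Col1a1 was at 15280 ± 2862 CPM (SD, n = 7) in the calvaria and 16170 ± 6472 in the cortical bone (log2 fold change 0.08, SE 0.20, adjusted p = 0.873), and Col1a2 had a log2 fold change of 0.27 (adjusted p = 0.465). Alpl, the alkaline phosphatase of mineralizing cells, was at 668 ± 143 CPM in the calvaria and 682 ± 225 in the cortical bone (log2 fold change 0.03, adjusted p = 0.957). Runx1, Runx3, Sp7 and Sparc had log2 fold changes of 0.04, 0.32, 0.25 and 0.20. Larger differences that did not pass were found for Runx2 (-0.60, SE 0.20, adjusted p = 0.0903), Dmp1 (0.58, SE 0.19, adjusted p = 0.0834) and Ibsp (0.58, SE 0.30, adjusted p = 0.299). In total 0 of these 11 genes passed in edgeR or in DESeq2, with the mouse as a block or in the same 10 libraries without it. Dmp1 passed without calvaria replicate 3 (adjusted p from 0.0474 to 0.186 over the libraries left out), and Runx2 passed without cortical bone replicate 3 (0.0201 to 0.219). Serpinf1 passed without cortical bone replicate 5 (0.0324 to 0.531). With the neutrophil score as a covariate 7 of the 11 passed. That score itself differed between the bones by 0.733 (exact permutation test, adjusted p = 0.0280), so this fit does not show that these genes differ between the bones. In the wider osteoblast list, 4 of 15 genes were higher in the cortical bone, among them Bglap, Bglap2 and Ifitm5, and none in the calvaria (4 and 1 when adjusted over the list alone), with a median of 0.25 (camera, adjusted p = 0.0330, and adjusted p = 0.572 with an estimated correlation). Mepe and Sost of 5 osteocyte genes were higher in the calvaria, with a median of -0.04 (camera, adjusted p = 0.0351, and adjusted p = 0.302 with an estimated correlation).

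**Figure D3:**
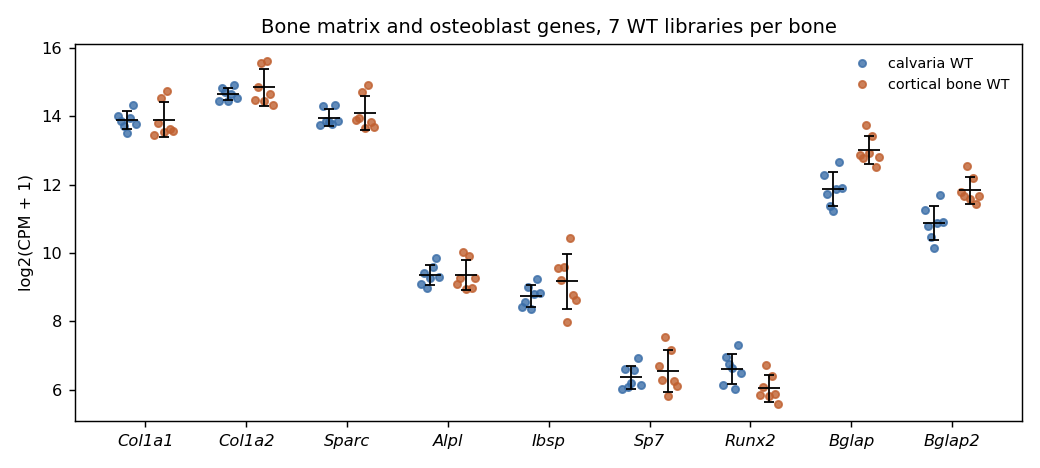
Level of 9 bone matrix and osteoblast genes as log2(CPM + 1) in each of the 7 calvaria WT and 7 cortical bone WT libraries. Points are libraries, and bars are the mean and SD. Col1a1, Col1a2, Sparc and Alpl overlap between the bones, and the mean of Bglap is higher in the cortical bone.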

At variance from the classical bone genes described above, many genes displayed significant differences in expression level between both bone types. For instance, the expression level of Lox was significantly higher in the cortical bone compared to the skull. This finding is in line with the increased cross-linked collagen in the cortical bone reported by van den Bos et al. (13). Furthermore, our observation of increased expression levels of the calcification associated genes Bglap, Bglap2 (13), Car12 (34) and Prtn3 (35) in the cortical bone compared to the calvaria supports the assumption that increased calcification occurs in locomotion-participating bones (13).

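Of 22 measured genes that crosslink or process collagen, Plod2 was higher in the cortical bone and P4ha3 and Loxl1 were higher in the calvaria (2 and 2 when adjusted over the list alone). Plod2, a lysyl hydroxylase that shapes collagen crosslinks (chromosome 9 of GRCm38, 92542223 to 92608428), was 2.78-fold higher in the cortical bone, at 117 ± 59.2 CPM (SD, n = 7) against 41.2 ± 7.86 in the calvaria, without overlap (log2 fold change 1.48, SE 0.26, adjusted p = 0.00168). P4ha3, a prolyl hydroxylase subunit, was at 35.9 ± 12.7 CPM in the calvaria and 5.62 ± 1.47 in the cortical bone (adjusted p = 5.01e-06), and Loxl1, a lysyl oxidase of elastic fibers, fell by 0.87 on the log2 scale toward the cortical bone (adjusted p = 0.0123). The list as a whole did not pass (median -0.09, camera, adjusted p = 0.191, and adjusted p = 0.783 with an estimated correlation), while with the neutrophil score as a covariate it turned to the cortical bone and passed, with 7 of its genes passing. When the mouse was set as a block 2 of these genes passed, as in the same 10 libraries without it.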

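Of 15 measured mineralization genes, Car12, Bglap and Bglap2 were higher in the cortical bone and Mepe and Ank were higher in the calvaria (5 and 4 when adjusted over the list alone). Ank, which carries pyrophosphate, an inhibitor of mineral growth, out of the cell (chromosome 15 of GRCm38, 27466677 to 27594909), was at 260 ± 34.4 CPM (SD, n = 7) in the calvaria and 138 ± 23.5 in the cortical bone (log2 fold change -0.92, SE 0.13, adjusted p = 0.000155). The list as a whole did not pass (median 0.03, camera, adjusted p = 0.739, and adjusted p = 0.920 with an estimated correlation). In MMP2-/-, MMP9-/- and double knockout libraries of the same series, Bglap had log2 fold changes of 0.37, 0.53 and -0.12 (adjusted p = 0.347, 0.0500 and 0.823). Once the mouse was a block 2 of the 15 genes passed, against 3 in the same 10 libraries without it.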

### High expression of synostosis-related genes in the calvaria

The calvaria originates, contrary to the cortical bone, from several bones bound together by cranial sutures to enable rapid while protected brain growth. Cranial sutures of mice remain mostly unfused. 

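Of 27 measured craniosynostosis genes, 10 were higher in the calvaria and none in the cortical bone (16 when adjusted over the list alone). They included the transcription factors Alx4, Bcl11b, Zic1, En1 and Twist1, the receptor Il11ra1, the proteoglycan Gpc3, the ephrin receptors Epha4 and Ephb3, and Por, a cytochrome reductase. Por had the smallest change, at 82.9 ± 22.3 CPM (SD, n = 7) in the calvaria and 53.3 ± 8.60 in the cortical bone (log2 fold change -0.63, SE 0.17, adjusted p = 0.0332). Por did not pass without calvaria replicate 5, 6 or 7 or cortical bone replicate 4, 6 or 7, with an adjusted p of up to 0.0874. The median of the list was -0.66 on the log2 scale (camera, adjusted p = 5.5e-21, and adjusted p = 0.0611 with an estimated correlation). Genes of fibroblasts and smooth muscle were higher in the calvaria as well. Under the mouse block 5 genes of the list passed, against 7 in the same 10 libraries without it.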

Our list of DEGs from juvenile mice contained several craniosynostosis-related genes whose expression was higher in the calvaria than in the cortical bone. The different sample preparation, including the removal of sutures as performed by Wang et al. (16) and Rawlinson et al. (17) on mature animals impedes the comparison of craniosynostosis relevant DEGs that were detected in their studies and the DEGs reported here, such as Axin2, Aristaless-like homeobox 4 (Alx4), Zic family member 1 (Zic1), the Glycoprotein glypican 3 (Gpc3) and ephrin receptors. Axin2 knockout lead to a reduction in hypertrophic chondrocytes and enhanced cranial suture mineralization and ossification, possibly by aberrant activation of WNT signaling (40). Alx4 interacts with BMPs as well as WNT-family proteins (69), whereas Zic1 is thought to induce engrailed (En) expression *via* WNT signaling (70). Gpc3 has been reported to modulate WNT and HH signaling in liver cancer (38) and interestingly, GPC3 was previously found to interact with BMP2, like the not differentially expressed GPC1, to regulate suture fusion. Yet, contrary to single knockouts, only a combined knockout of Gpc1 and Gpc3 led to a skull phenotype (37). This redundant function suggests that Gpc3 is only a minor regulator of bone development through fine-tuning of BMP signaling. Altogether, many craniosynostosis-related genes that are upregulated in the calvaria act *via* modulation of signaling pathways like the BMP and WNT signaling pathways. These pathways regulate osteogenic and chondrogenic differentiation events, which delay suture fusion until the growth of the brain is completed and ossification of the sutures, except for the lambdoid suture, takes place. The role of other craniosynostosis-related genes in the calvaria has not been completely understood yet. For example, Ephb3 has been reported to be present in the embryonic and adult calvaria sutures and an Ephb3 knockout increased calvaria bone tissue volume (71). Ephb2 was suggested to be involved in embryonic skull development; however, Ephb2 knockout mice did not show any calvaria phenotype (72). Therefore, Ephb2 may work together with Ephb3 as seen during palate formation (73) but downstream of Ephb3 during craniosynostosis. It has been suggested that adult calvarial sutures may act as reservoirs of Ephb3 osteoblastic stem cells responding upon brain injury. Thus, some detected DEGs might function in calvarial bone repair rather than calvarial bone formation.

### WNT signaling in the calvaria and the response to mechanical loading

Maupin et al. (40) reviewed the effects of mutations in WNT signaling genes on general bone development in human and mice, which included several of our DEGs, such as *Lrp4*, whose expression has been linked to increased bone mineral content and density. We found additional WNT signaling mediators with a significantly higher expression level in the calvaria, such as *Lrp1*, that is expressed in osteoblast regulating osteoclast activity (74). The osteoclast-specific loss of *Lrp1* increased osteoclastogenesis and bone resorption in mice (41). Therefore, the higher expression of *Lrp1* in the calvaria may have a pivotal role in preventing calvaria bone loss. The expression of WNT genes may not be limited to cells residing in the bone, as it was shown that periosteal stem cells express WNT genes during the growth phase (18), indicating an essential role of the periosteum in site-specific bone formation.

The WNT signaling pathway is not just crucial for bone development but also connects mechanical loading with bone remodeling. Surprisingly, most DEGs associated with mechanical loading had a higher expression level in the non-load-bearing calvaria than in the load-bearing cortical bone. In the cortical bone, mechanical loading leads to the expression of bone anabolic genes and prevents bone loss. This feedback mechanism cannot be applied to the non-load-bearing skull. Therefore, we suggest that at least a subset of these genes responsive to mechanical loading in the cortical bone is also involved in regulating bone homeostasis in the calvaria. This subset of genes including e.g., *Timp2* is constantly expressed by WNT signaling to prevent calvaria bone loss in juvenile mice. In addition, other load-inducible genes being highly expressed in the calvaria of mature animals, as demonstrated by Rawlinson et al. (17) may explain how the senescent skull does not suffer from osteoporosis (15).

We highlight the WNT pathway’s role in juvenile mice in osteogenic differentiation and subsequent bone mineralization during craniosynostosis, as well as WNT signaling as a response to mechanical loading and inhibiting bone loss in the calvaria. The gene expression data presented here identified WNT signaling as the most significant pathway to establish the differences in bone structure and function observed between the juvenile calvaria and cortical bone. While this study focused on differential expression of WNT pathway members and effectors, more research on the posttranscriptional level is necessary to fully comprehend how differences between the juvenile calvarial and cortical bone are established.

### DNA handling and ribosomal composition may specify cortical and calvarial bone development in juvenile mice

The cortical bone showed a positive enrichment for gene sets related to DNA including its replication, homologous recombination, mismatch repair as well as nucleotide excision repair and metabolism. Wang and Li, (75) summarized how the expression of DNA damage and cell cycle associated genes regulate *Sp7* during osteoblast differentiation, further suggesting that as only osteoblasts express *Sp7*, this connection was not observed in other cell types. Moreover, the low bone mass associated diseases Werner’s syndrome and Hutchinson Gilford Progeria syndrome are caused respectively by loss of the DNA repair enzyme *WRN RecQ like helicase* (*Wrn*) or the nuclear matrix protein *Lmna* (76). Considering the enrichment of several DNA related gene sets between cortices and calvaria as well as that most bone inhabiting cells are post-mitotic osteocytes (77), further studies on intramembranous bones should elucidate the relevance of the cell cycle genes during bone modeling.

Finally, the cortical bone exhibited a positive enrichment for gene sets associated with ribosome biogenesis in the GSEA. The occurrence of site-specific bone diseases related to ribosome associated genes suggests that despite the universality of ribosomes, different bone tissues have a ribosome machinery of diverging composition fitting the tissue’s function (78). For example, RPL10 has been detected in several regions of the developing bovine femur, mostly in cells that are poised to produce a mineralized matrix and its expression diminishing when the mineralization complex has been established. RPL10 was found in the perichondrium and periosteum surrounding the growth plate but not in osteocytes (79). This indicates that the non-removal of the periosteum could have affected the differential enrichment of the ribosome gene set in this study. The site-specific ribosomal function during bone formation could be mediated by various interaction partners such as the osteogenic master regulator RUNX2 (60). Furthermore, Treacher-Collins syndrome, a disease affecting only the cranial bone formation but not the rest of the skeleton, is caused by mutations in the ribosomal DNA transcription regulator *Tcof1*, despite the universal expression of *Tcof1* in embryonic and adult tissues (80). Other studies link the processes of ribosome biogenesis, cell cycle arrest, increased cell death and reduced proliferation and migration of neural crest cells, a cell population strongly involved in cranial bone formation (81, 82). Deletion of *Tcof1* in murine neuroblastoma cell line changed the expression pattern of genes associated with various processes, such as cell cycle and development, beyond ribosomal DNA regulation (83). We hypothesize that the differential enrichment of KEGG gene sets related to cell cycle, DNA damage and ribosome biogenesis suggest a precise mechanism for diverging bone development despite the universal expression of, e.g., cell cycle-associated genes. Furthermore, the differential enrichment of these pathway terms indicates the involvement of the cranial neural crest as an origin for the observed differences in gene expression between both bones. In the first step, the involvement of the cranial neural crest already specifies the developmental program of the calvaria, despite both calvaria and cortical bone develop through the mechanism of intramembranous ossification. Subsequently, the modulation of signaling pathways like WNT according to the bones origin participate in forming bone-specific differences.

### The comparison between juvenile and mature calvaria and cortices reveals a continuous developmental program

We investigated age-related changes of differential gene expression between cortical bone and calvaria by comparing our list of DEGs from juvenile mice and the DEGs reported by Wang et al. (16) and Rawlinson et al. (17) from mature animals. First, we found a high number of bone-associated DEGs having the same expression pattern in juvenile mice and mature animals, such as genes related to patterning, WNT signaling and craniosynostosis. 

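Fgf1 and Dkk1 did not pass the test between the juvenile bones, Sost was higher in the calvaria, and Wnt16 had few counts. Fgf1, a fibroblast growth factor, was at 14.2 ± 6.84 CPM (SD, n = 7) in the cortical bone and 10.4 ± 4.48 in the calvaria (log2 fold change 0.27, SE 0.35, adjusted p = 0.711). Dkk1, a secreted WNT inhibitor, was at 21.8 ± 9.18 CPM in the cortical bone and 21.0 ± 7.12 in the calvaria (adjusted p = 0.961). Among the Hox genes with fewer counts, Hoxd8 had 22 counts in the cortical bone and 10 in the calvaria, Hoxd9 had 15 and 5, and Hoxd4 had 16 and 13, and none of them passed in a fit without the count minimum. At these counts only large differences were detectable.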

Several other genes classified as DEGs in adult bones by Wang et al. (2020) (16) and Rawlinson et al. (17), such as *Wnt16*, *Fibroblast growth factor 1* (*Fgf1*), *Dkk1*, *Sost* and a few *Hox* genes were not found to be differentially expressed in juvenile bones in our study. In addition to the age differences, this may be attributed to our samples’ origin from female mice compared to male rats being investigated by Rawlinson et al. (17). Moreover, contrary to Wang et al. (16), we collected the samples from the femur, not from the tibia, and we did not remove the periosteum and cranial sutures. As discussed earlier, this may significantly affect DEG detection, considering these tissues’ functions of harboring stem cell populations and expressing signaling molecules (18). DEGs detected only in this study and have not been found by Wang et al. (16) and Rawlinson et al. (17), therefore, this can only indicate a juvenile specific gene set, but still needs to be verified in subsequent studies. However, it is unlikely that non-removal of sutures and periosteum affects the differential expression analysis of bone cell restricted genes such as *Bglap* (84). Considering the younger age of our mice, processes such as bone growth (12) and the expression level of associated genes will therefore differ from mature animals. However, we cannot exclude that some of the DEGs that were only found in our study on juvenile animals, would also be considered differentially expressed by Wang et al. (16), if the same threshold was applied and their analysis was limited to DEGs between murine calvaria and tibia samples (n=2) instead of only including DEGs showing the same trend between calvaria and tibia in mice, rats and macaques.

We suggest that during the juvenile and mature phase, differences in bone (re)modeling of cortical and calvarial bone could primarily be mediated by a key gene set related to pathways like BMP, HH and WNT signaling. Many additional genes related to these pathways only show a differential expression between the cortices and calvaria either in juvenile animals during bone modeling or mature animals during remodeling. In line with this is our finding of only four genes *Mepe*, *Acp5*, *Cspr3* and *Cdh15* showing an opposing expression pattern between juvenile mice and mature animals.

In conclusion, a high number of DEGs detected between juvenile murine calvaria and cortices were also found in mature animals, whereas only four genes showed an opposing expression pattern between juvenile and mature samples. This indicates a DEG key set, that is independent of age is constantly differentially expressed between the cortical and calvarial bone. Thus, determining the character of both bones’ structure and function. For example, the high expression levels of *Lox* in the cortical bone provide the bone’s stiffness for locomotion in juvenile and mature mice, as locomotion is essential age-independently. This is complemented by age-dependent DEGs as demonstrated in this study or reported by Wang et al. (16) and Rawlinson et al. (17). For example, the calcification associated gene *Bglap* was only differentially expressed in juvenile mice. Many other age-dependent DEGs are related to signaling pathways and future studies will help to reveal how their expression is linked to the development of bone-site specific differences.

### Bone-site specific phenotype development

The prediction how differential gene expression affects bone development in this and other published studies is strongly deterred by the bone-site specific function of genes. For example, *Msx1* exhibited a significantly higher expression level in the calvaria compared to the cortices of juvenile and adult mice (17), and it’s expression has been linked to directional craniofacial bone growth. *Msx1* affects the mandibular trabecular and mandibular cortical bone in a different manner (85). Murine *Msx1* overexpression using a Col1a promoter showed a higher collagenous bone matrix volume in the trabecular mandibles that was less mineralized because of limited osteocyte differentiation in the skull. Contrary to this, the overexpression of *Msx1* led to increased apoptosis in the cortical mandibles, suggesting site-specific effects of *Msx1*.

Next, contrary to the study of Wang et al. (16) on adult animals, in our study *Mepe* expression level was higher in the juvenile calvaria compared to the cortices. A knock out of *Mepe* was reported to decrease calvarial bone mineralization (86) and on the other hand to increase osteoblast number and trabecular bone mass *in vivo* as well as to increase mineralized nodules in osteoblast cell culture (87). Since both studies performed a *Mepe* knock out and did not investigate a decreased *Mepe* expression level, it is difficult to transfer their insights to Wang et al. (16) and to our study. In line with Gullard et al. (86) and Gowen et al. (87), the higher expression of *Mepe* in juvenile mice undergoing bone modeling as demonstrated in our study could indicate a site-specific effect of Mepe allowing for quick calvarial mineralization and long bone osteoblast proliferation. In the adult animal, a lower expression level of *Mepe* in the calvaria may inhibit ectopic calcification whereas the higher expression level of *Mepe* in the long bone decreases osteoblast numbers to a minimum that is sufficient for bone remodeling.

It should be considered that additional bone related DEGs may exhibit such a site-specific effect between the calvaria and the long bones, adding another regulatory level of bone development and highlighting the importance of subsequent experiments to clarify the genes function in each bone site.

## Conclusion

This study, based on a high number of biological replicates from freshly isolated tissue, compared the transcriptome of two bone types that share a similar developmental ontogeny of membranous ossification but display a highly different shape and function. Our data revealed for the first-time significant differences between the transcriptome of the calvaria and cortical bone in juvenile female mice. Our results differed from previous studies about calvarial and cortical bone homeostasis in adult animals, highlighting the most crucial pathway mediators for juvenile skeletal development. However, a core set of DEGs was found in juvenile mice and mature animals. The differentially expressed genes detected in our study were related to bone diseases, craniosynostosis and weight loading. Intriguingly the expression level of most weight-loading associated genes was higher in the calvaria than in the cortical bone. This could be related to a mechanism preventing bone loss in the non-weight-bearing calvaria. Moreover, we confirmed the widely known importance of signaling pathways like WNT and HH for bone development while identifying new potential candidates participating in site-specific regulation of bone development. Using GSEA, we demonstrated that the calvaria exhibited a positive enrichment for signaling pathways. In contrast, the cortical bone was positively enriched for gene sets related to DNA replication, cell cycle and ribosome.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223750.

## Ethics statement

The animal study was reviewed and approved by the Hebrew University Animal Care Committee (license number 21-16657-3).

## Author contributions

JJ, RK-A, DS-D and EM-O contributed to conception and design of the study. JJ and TS organized the database. JJ and TS performed the statistical analysis. JJ wrote the first draft of the manuscript. JJ and RK-A wrote sections of the manuscript. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Material Figure 1 Enriched KEGG gene sets determined by GSEA clusterProfiler and PathView. **(A)** Wntsignaling pathway, **(B)** Hedgehog signaling pathway, **(C)** Ribosome, **(D)** Ribosome biogenesis in eukaryotes and **(E)** ECM-receptor interaction. Colors indicate normalized gene expression change value between cortices (1) and calvaria (-1).

# Supplementary material for: Differential gene expression in the calvarial and cortical bone of juvenile female mice
**Source:** Front Endocrinol (Lausanne). 2023 Jun 12;14:1127536. doi: 10.3389/fendo.2023.1127536
**Supplement:** Supplementary file 2

**Supplemental material**

**Table S1:** Top 100 expressed genes in cortices and calvaria

**Table S2:** Expression level of several bone relevant genes

**Table S3:** Differentially expressed genes

**Table S4:** DEGs found in mature animals by Wang et al. (2020) (15) and Rawlinson et al. (2009) (16) and expressed in juvenile mice (bold = differentially expressed in juvenile mouse too; *= max transcripts <15)

**Table S5:** GSEA using KEGG pathway gene sets

| Gene Set ID | Description | setSize | enrichmentScore | NES | p.value | p.adj | qvalue | core enrichment |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| mmu03010 | Ribosome | 129 | 0.66 | 3.12 | 1.00E-10 | 1.69E-08 | 1.43E-08 | Rps17 Rpl4 Mrpl20 Rpl36al Rpl35 Rpl11 Rps3 Rpl31 Rpl32 Rpl34 Rpl9 Rpl23 Rps27l Rpl27a Rps20 Rpl30 Rpl12 Rpl22 Rpl6 Rps7 Mrpl15 Rpl26 Rpl18 Rpl41 Rps3a1 Rpl36a Rpl23a Rpl10 Rpl7 Rps29 Rpl10a Rpl3 Rps13 Mrpl11 Rpl37 Rpl32l Rpl15 Rpl29 Rps18 Rps11 Rpl5 Rps21 Rps2 Mrpl18 Mrpl30 Mrpl24 Rpl27 Mrpl27 Rps27a Mrpl21 Rpl14 Rpl35a Rps5 Rpl17 Rps6 Rpl36 Mrps16 Mrpl36 Rpl13a Rps23 Mrps15 Fau Rpsa Rps10 Mrps14 Rplp0 Mrps21 Rpl21 Rpl18a Mrps2 Mrps18c Rpl13 Rps15 Rpl8 Rps19 Mrpl28 Rps26 Rpl39l Mrpl13 Rpl28 Rpl7a Mrps7 Rsl24d1 Mrps17 Rpl37rt Rps14 Mrpl22 |
| mmu05171 | Coronavirus disease - COVID-19 | 163 | 0.51 | 2.48 | 1.00E-10 | 1.69E-08 | 1.43E-08 | Rps17 Rpl4 Rpl36al Rpl35 Rpl11 Rps3 Rpl31 Rpl32 Rpl34 Rpl9 Rpl23 Rps27l Rpl27a Rps20 Rpl30 Rpl12 Rpl22 Rpl6 Rps7 Rpl26 Rpl18 Rpl41 Rps3a1 Rpl36a Rpl23a F13a1 Rpl10 Rpl7 Rps29 Rpl10a Rpl3 Rps13 Rpl37 Cxcl10 Rpl32l Rpl15 Rpl29 Rps18 Rps11 Rpl5 Rps21 Rps2 Rpl27 Rps27a Rpl14 Rpl35a Cybb Rps5 Rpl17 Rps6 Myd88 Rpl36 Rpl13a Rps23 Fau Rpsa Rps10 Rplp0 C3 Rpl21 Rpl18a Rpl13 Rps15 Rpl8 Mapk13 Rps19 Stat1 Pik3cd Prkca Jak1 Ifnar2 Rps26 Rpl39l C4b Rpl28 Rpl7a Tlr2 Rsl24d1 Eif2ak2 Rpl37rt Rps14 |
| mmu05414 | Dilated cardiomyopathy | 61 | -0.61 | -2.21 | 3.40E-07 | 3.83E-05 | 3.24E-05 | Adcy4 Sgca Itga7 Tpm1 Adcy2 Adcy6 Cacna1s Prkaca Cacnb1 Cacna1c Des Ttn Tpm2 Itga11 Cacng6 Atp2a1 Itgb4 Cacng1 Lama2 Tgfb2 Dag1 Lmna Tgfb3 Itgb5 |
| mmu03050 | Proteasome | 41 | 0.62 | 2.38 | 7.85E-07 | 6.63E-05 | 5.60E-05 | Psmb1 Psmb3 Psma6 Pomp Psmb6 Psmb4 Psma7 Psme1 Psma5 Psme2 Psmd6 Psmb8 Psmd11 Psmb7 Psmb9 Psmc4 Psma2 Psmd12 Psmd14 Psmc2 Psmc1 Psmd8 |
| mmu03030 | DNA replication | 34 | 0.65 | 2.34 | 1.00E-06 | 6.78E-05 | 5.72E-05 | Ssbp1 Rpa3 Rfc3 Pole4 Rfc4 Pola1 Rnaseh2b Pole Rnaseh2c Mcm6 Rfc2 Pcna Rfc1 Prim2 Mcm5 Rfc5 Pold3 Rpa2 |
| mmu03040 | Spliceosome | 116 | 0.44 | 2.07 | 1.35E-06 | 7.58E-05 | 6.40E-05 | Snu13 Lsm6 Eif4a3 Snrpd3 Bud31 Snrpg Hnrnpc Hnrnpu Snrpd1 Dhx15 Cwc15 Alyref Srsf3 Snrpb Ddx46 Snrpe Srsf7 Lsm8 Hnrnpk Snrpf Phf5a Puf60 Thoc3 Snrpa1 Srsf2 Lsm7 U2af1 Hnrnpa1 Srsf9 Rbm17 Ppil1 Ctnnbl1 Cdc5l Bcas2 Srsf1 Pcbp1 Sf3a3 Hnrnpm Ddx5 Ncbp1 Zmat2 Prpf40a Eftud2 Hspa8 Txnl4a Aqr Crnkl1 Magohb Sf3b5 Usp39 Sf3b3 Snrnp40 Prpf38a Rbm8a Srsf10 Snrpd2 Tra2b Cdc40 Pqbp1 Prpf31 Lsm4 |
| mmu05410 | Hypertrophic cardiomyopathy | 57 | -0.59 | -2.14 | 3.55E-06 | 1.71E-04 | 1.45E-04 | Prkab2 Itga3 Sgca Itga7 Tpm1 Ace Cacna1s Cacnb1 Cacna1c Des Ttn Tpm2 Itga11 Cacng6 Atp2a1 Itgb4 Cacng1 Lama2 Tgfb2 Dag1 Lmna Tgfb3 Itgb5 |
| mmu04340 | Hedgehog signaling pathway | 40 | -0.63 | -2.11 | 1.16E-05 | 4.90E-04 | 4.13E-04 | Ptch1 Sufu Ccnd1 Mgrn1 Megf8 Csnk1e Ccnd2 Kif3a Spop Csnk1d Csnk1g2 Smurf1 Iqce Gas1 Disp1 Smo Hhatl Prkaca Evc Boc Evc2 Scube2 Gli1 |
| mmu04613 | Neutrophil extracellular trap formation | 107 | 0.42 | 1.95 | 1.71E-05 | 6.42E-04 | 5.42E-04 | Ctsg Slc25a5 Mpo Itgb3 Elane H2az1 Hdac2 H3c13 H2ac22 Plcb2 Cyba Vdac2 Macroh2a1 Ncf2 H3c3 Cybb Ncf1 H3f3a Camp H3f3b H2ac13 H2ac8 Itgb2 H2bc11 Selplg H2ac11 Itgb2l H2aj C3 Rac1 Mapk13 Pik3cd Prkca H2ac7 H2ac20 H2ac4 Tlr2 Ncf4 H2ac24 H3c1 H2ac15 Map3k7 Plcb3 H4c9 Itga2b H4c1 Vdac3 |
| mmu05412 | Arrhythmogenic right ventricular cardiomyopathy | 47 | -0.59 | -2.04 | 3.22E-05 | 1.09E-03 | 9.20E-04 | Sgca Itga7 Cacna1s Cacnb1 Cacna1c Des Itga11 Tcf7l1 Cacng6 Atp2a1 Itgb4 Actn2 Cacng1 Lama2 Dag1 Lmna Itgb5 |
| mmu04010 | MAPK signaling pathway | 183 | -0.40 | -1.72 | 7.61E-05 | 2.34E-03 | 1.97E-03 | Dusp7 Nfkb2 Gadd45b Erbb2 Dusp1 Flna Dusp8 Gna12 Taok3 Rela Flt1 Mapk8ip3 Map2k7 Araf Elk1 Rps6ka2 Nf1 Map3k20 Mras Srf Gadd45g Hspa1a Fgfr3 Mapk8ip1 Flnb Rras Map2k2 Map3k6 Tab1 Hspa1b Relb Efna5 Ntrk2 Cacna1s Prkaca Map3k11 Cacnb1 Jun Cacna1c Nr4a1 Cacng6 Il1r1 Efna2 Map2k3 Jund Cacng1 Vegfb Tgfb2 Pdgfrb Hspb1 Igf2 Flnc Tgfb3 Cacna1g |
| mmu03060 | Protein export | 20 | 0.67 | 2.14 | 8.81E-05 | 2.43E-03 | 2.05E-03 | Srp9 Srp19 Sec61b Spcs2 Srp14 Spcs1 Spcs3 Sec11c Srp72 Hspa5 |
| mmu04512 | ECM-receptor interaction | 64 | -0.53 | -1.96 | 9.87E-05 | 2.43E-03 | 2.05E-03 | Col4a2 Itga3 Col4a1 Hspg2 Itga7 Lama4 Lamc1 Tnxb Vwf Lamb1 Itga11 Lamb2 Itgb4 Lama2 Dag1 Thbs3 Npnt Vtn Col6a3 Col6a2 Thbs2 Col6a1 Tnn Itgb5 |
| mmu03430 | Mismatch repair | 21 | 0.67 | 2.14 | 1.00E-04 | 2.43E-03 | 2.05E-03 | Ssbp1 Rpa3 Rfc3 Rfc4 Rfc2 Pcna Rfc1 Rfc5 Pold3 Rpa2 |
| mmu04510 | Focal adhesion | 156 | -0.42 | -1.76 | 1.45E-04 | 3.26E-03 | 2.76E-03 | Myl12a Ccnd1 Thbs4 Erbb2 Ppp1r12c Flna Ccnd2 Mylk2 Flt1 Col4a2 Pak4 Rapgef1 Itga3 Pik3r2 Col4a1 Elk1 Mylpf Itga7 Lama4 Flnb Actn1 Ppp1r12b Lamc1 Tnxb Parva Tln2 Vwf Lamb1 Jun Myl9 Itga11 Mylk4 Lamb2 Actn4 Itgb4 Lama2 Vegfb Cav3 Pdgfrb Thbs3 Vtn Flnc Col6a3 Col6a2 Thbs2 Mylk Col6a1 Tnn Itgb5 |
| mmu03440 | Homologous recombination | 28 | 0.59 | 2.01 | 3.39E-04 | 7.16E-03 | 6.05E-03 | Ssbp1 Rpa3 Eme1 Rbbp8 Pold3 Rad52 Rpa2 Rad54b Blm Mre11a Babam1 Nbn Top3b Babam2 Pold4 Rad50 Rpa1 |
| mmu03420 | Nucleotide excision repair | 37 | 0.54 | 2.00 | 3.92E-04 | 7.80E-03 | 6.58E-03 | Rpa3 Gtf2h5 Rfc3 Pole4 Rfc4 Ccnh Pole Rfc2 Pcna Xpc Rfc1 Rfc5 Pold3 Rpa2 Gtf2h1 Rbx1 |
| mmu04020 | Calcium signaling pathway | 109 | -0.43 | -1.71 | 7.69E-04 | 1.44E-02 | 1.22E-02 | Adcy4 Sphk1 Itpr2 Casq1 Fgfr3 Adcy2 Plcd3 Gna11 Ntrk2 Cacna1s Prkaca Ryr1 Tpcn1 Cacna1c Tnnc2 Ednra Hrc Camk2g Asph Mylk4 Atp2a1 Phkg1 Vegfb Camk2a Slc25a4 Pdgfrb Stim1 Mylk Cacna1g |
| mmu00983 | Drug metabolism - other enzymes | 34 | 0.51 | 1.86 | 1.14E-03 | 1.95E-02 | 1.65E-02 | Mpo Nme1 Upp1 Itpa Dut Uck2 Mgst1 Gsto1 Gstm1 Mgst2 Gstp3 Hprt Uckl1 Impdh1 Rrm1 Nme6 Nme4 Gstm5 Rrm2 Gstp1 Gusb Tk1 Ces2g Impdh2 |
| mmu04310 | Wnt signaling pathway | 106 | -0.41 | -1.66 | 1.16E-03 | 1.95E-02 | 1.65E-02 | Tle2 Tle3 Rock2 Ppp3cb Notum Axin1 Ryk Camk2b Ctbp2 Porcn Ccnd1 Plcb4 Wnt7b Tle1 Daam2 Csnk1e Ppard Ccnd2 Ctnnbip1 Dvl2 Serpinf1 Gpc4 Wnt5b Smad4 Smad3 Prkaca Lrp5 Sost Jun Lrp6 Dvl1 Wif1 Axin2 Tcf7l1 Camk2g Nfatc2 Camk2a Nfatc4 Ror2 Fzd1 Sfrp2 |
| mmu03008 | Ribosome biogenesis in eukaryotes | 55 | 0.43 | 1.75 | 2.09E-03 | 3.33E-02 | 2.81E-02 | Nhp2 Snu13 Rexo2 Pop4 Nop58 Csnk2b Utp4 Emg1 Heatr1 Eif6 Riok1 Nvl Lsg1 Dkc1 Nop56 Wdr3 Xrn2 Nxt1 Utp14a Nob1 |
| mmu05146 | Amoebiasis | 51 | -0.50 | -1.75 | 2.17E-03 | 3.33E-02 | 2.81E-02 | Rela Col4a2 Pik3r2 Col4a1 Lama4 Actn1 Gna11 Lamc1 Prkaca Lamb1 Il1r1 Lamb2 Actn4 Lama2 Rab7b Tgfb2 Hspb1 Tgfb3 Col3a1 |
| mmu01232 | Nucleotide metabolism | 59 | 0.42 | 1.73 | 3.40E-03 | 4.84E-02 | 4.09E-02 | Entpd3 Ada Nme1 Tyms Upp1 Itpa Dut Uck2 Hddc2 Ak2 Pnp Dtymk Ctps Nt5c Dctpp1 Hprt Pnp2 Cmpk2 Uckl1 Adss Adk Impdh1 Rrm1 Ntpcr |
| mmu04260 | Cardiac muscle contraction | 57 | -0.47 | -1.70 | 3.44E-03 | 4.84E-02 | 4.09E-02 | Tpm1 Uqcrc1 Atp1b2 Cox7c Cacna1s Cacnb1 Cox8b Cacna1c Tpm2 Hrc Asph Cacng6 Atp1a2 Atp2a1 Cox6a2 Slc9a1 Cox7a1 Cacng1 |
| mmu04270 | Vascular smooth muscle contraction | 78 | -0.43 | -1.63 | 3.74E-03 | 4.92E-02 | 4.15E-02 | Myh9 Myh14 Itpr3 Pla2g5 Plcb4 Ppp1r12c Gna12 Prkce Mylk2 Araf Myh10 Adcy4 Itpr2 Adcy2 Cald1 Map2k2 Arhgef11 Ppp1r12b Npr2 Gna11 Adcy6 Ramp2 Cacna1s Prkaca Kcnmb4 Myh11 Myl9 Cacna1c Ednra Mylk4 Acta2 Mylk |
| mmu05322 | Systemic lupus erythematosus | 54 | 0.41 | 1.66 | 3.78E-03 | 4.92E-02 | 4.15E-02 | Ctsg Elane Snrpd3 H2az1 H3c13 H2ac22 Snrpd1 Macroh2a1 Snrpb H3c3 H3f3a H3f3b H2-Ob H2ac13 H2ac8 H2bc11 H2ac11 Cd40 H2aj C3 H2ac7 H2ac20 C4b H2ac4 H2ac24 H2-DMa H3c1 H2ac15 |

How the deposited data were processed for this re-analysis (not part of the article)

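RNA from the calvaria (frontal bone) and the femoral cortical bone of WT female mice aged 21 days was compared, with 7 libraries per bone, each from 30 ng of RNA. The series holds 80 samples, among them growth plates and the same tissues of MMP2-/-, MMP9-/- and MMP2/9 double knockout (MMPdKO) mice. The library type is called INCPM-mRNA-seq in the paper and a bulk form of MARS-seq in the sample descriptions, and MARS-seq reads the 3' ends of transcripts.

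The raw counts deposited by the authors came from reads trimmed with cutadapt, aligned to GRCm38 with STAR 2.7.3a and counted per gene with htseq-count. Whether reads with the same molecular barcode were collapsed is not stated, nor is the filter that left 14688 genes in the table. The smallest maximum count of a gene in it is 6. The authors deposited normalized counts as well, a signal in which every count of a sample is divided by a single size factor (the sample descriptions list DESeq2 1.26.0), checked here to within 0.014% in each sample. The 14 libraries held 331203 to 1589684 counts, and 12292 to 14179 genes had at least 1 count. At the count minimum the counting error is large, so that such genes can be called by large differences alone.

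Raw counts were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization in R 4.3.3, without covariates, over genes with a raw count of at least 15 in at least 1 library. Genes with a Benjamini-Hochberg adjusted p under 0.05 are said to pass, and those with a fold change of at least 1.5 as well are DEGs. The paper does not say whether its maximum count is raw or normalized. Of the gene lists, 46 of 47 had a tested member, and they were tested with camera of limma 3.58.1 and adjusted over the lists, once with a preset correlation of 0.01 between genes and once with the correlation estimated per list. The lists stand in for the KEGG and GO sets, which were not available. Several of their members also stand in the paper's tables, which had been seen. The score of a list in a library is the mean log2 CPM of its measured genes with a prior count of 2, and its difference between bones was tested by all 3432 assignments of the libraries. The separation on the 1000 most variable genes was tested by PERMANOVA over the same assignments on Euclidean distances, with vegan 2.7.1. Bounds for genes with no count in a bone use a floor of 3 counts over the 7 libraries of that bone, and intervals for genes with 1 to 3 counts are 95% counting intervals, which hold counting error alone.

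The genes named are those the paper names, whose published values had been seen, the 10 DEGs per direction with the largest change among those without overlap between the bones, and up to 4 genes with the smallest adjusted p per list. Acta1, Ckm, Mki67, Mb, Wif1 and Rpl7 fall partly outside this rule and were named after their values were seen. Some genes that meet the rule are not reported here.

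The mouse named in the sample descriptions shows that 5 WT mice gave both bones. Deviations from the group means correlated at -0.136 on average between the bones of a mouse (-0.324 to 0.043) and at 0.015 between bones of different mice. Since these libraries come from the same animals, fits with the mouse as a block were set beside fits of the same 10 libraries without it. The replicate number of the sample titles mostly joins different mice.

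The alternatives were DESeq2 1.42.0, RLE size factors, other filters on low counts, a fit of all 80 samples, the blocks, haemoglobin or muscle genes left out, muscle or neutrophil scores as covariates, and each library left out in turn. On simulated data with 9396 genes and 7 libraries per group, edgeR recovered 18.8% of genes changed 1.5-fold, 52.4% of those changed 2-fold and 95.2% of those changed 4-fold, with 8 unchanged genes called, and DESeq2 recovered 26.6%, 61.9% and 96.8% with 19 unchanged genes called. The simulated spread was estimated without the bone as a term, and the genes varied independently of each other. The rates can therefore differ from those of the real comparison. The growth plate libraries entered only the fit of all samples and a check of Mmp2 and Mmp9.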

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

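The tests of a share of blood-forming cells, of fewer bone-forming cells and of exchanged labels were chosen after the results were seen.

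A single library lay far from the others in 4 of 94 groups of values tested, which is no more than the about 1 in 20 that chance gives. All 4 were list scores. These were the limb transcription factors in calvaria WT replicate 4 (2.685, the lowest), the adipocyte genes in cortical bone WT replicate 7 (4.611, the highest), the monocyte and macrophage genes in cortical bone WT replicate 6 (6.564, the highest) and the tendon genes in cortical bone WT replicate 2 (4.207, the lowest).

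Differences between the bones also appeared in samples the paper does not analyse. There were 327 DEGs in MMP2-/- mice (7 calvaria and 5 cortical bone libraries), 678 in MMP9-/- mice (7 and 7) and 451 in MMPdKO mice (7 and 6). MMP9-/- cortical bone replicate 1 held 114408 counts, the fewest of the series. Fits without single libraries were run for MMP2-/- mice and not for the other mutants. A chance parting of the libraries rarely gave as many DEGs in any mutant genotype or in WT mice, with 462, but 100 splits cannot exclude it. Of 100 splits of the libraries, the real one included, 1 reached the real count in MMP2-/- (highest other 174), 2 in MMP9-/- (929), 1 in MMPdKO (339) and 2 in WT (1028). The split with 929 exchanges cortical bone replicate 6 with calvaria replicate 5 of the MMP9-/- mice. Among WT splits that part all 5 mice with both bones, the 1 other drawn gave 0 DEGs, and in MMPdKO mice the highest of 9 such splits gave 296.

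Skeletal muscle genes had higher means in the calvaria, although their score did not pass after adjustment (exact p = 0.0402, adjusted p = 0.0685), with Mb at 2166 ± 1828 CPM (SD, n = 7) against 231 ± 154 in the cortical bone, and Acta1 at 4041 ± 3841 against 1437 ± 1202. Within the 7 calvaria libraries the 38 genes of the list rose and fell together, with a mean pairwise correlation of 0.885, as a varying amount of muscle tissue would give, and the same held in the cortical bone at 0.848. A candidate explanation is thus muscle left on the frontal bone. Real expression of these genes by bone cells in a bone-specific way was not tested.

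Of 19 neutrophil and granulocyte precursor genes 8 were higher in the cortical bone, where the marrow had been washed out. Ctsg, Elane, Prtn3 and Mpo were among those that passed, while S100a8, Camp and Ngp of the same list did not pass. The list did not pass in camera with an estimated correlation (adjusted p = 0.132). Cell division genes had a positive median. More marrow in the cortical bone samples could raise both groups, but the erythroid list had a median log2 fold change of -0.0653 over 17 genes that went both ways, which leaves this open. A share of blood-forming cells that varies between libraries may underlie the spread of cell division genes within the calvaria, where their score followed the erythroid score (Pearson r = 0.904, Spearman rho = 0.893, permutation p = 0.00278, adjusted p = 0.00556 over 2 relations, r = 0.826 without the 2 farthest libraries, n = 7). The cortical bone libraries were left out of both relations because they fell into 2 sets in these scores. Such a relation cannot account for a difference between the bones, and the erythroid score differed by -0.106 from calvaria to cortical bone (exact permutation test, p = 0.747). Fewer bone-forming cells in the cortical bone cannot be told apart from the other explanations, as the osteoblast score differed by 0.228 (exact p = 0.279) and its relation to the cell division score was r = -0.681 (rho = -0.500, permutation p = 0.108, adjusted p = 0.108, r = -0.089 without the 2 farthest libraries). A difference in marrow between the bones themselves was not tested.

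Exchanging calvaria replicate 3 with cortical bone replicate 3 gave 1028 DEGs, against 462 under the labels, which points to a structure of the samples beside the bone. Exchanged labels are argued against by the Hox genes, since the lowest score of the other 6 cortical bone libraries lay 2.306 above that of calvaria replicate 3. What sets these libraries apart stays open, and no biological explanation was tested.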

How the results depend on the processing

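The term for the second part of the mouse name, the fit of mice named with 21, the osteoblast score as a covariate the set without the libraries highest in muscle or cartilage, and the mutant mice with both bones fitted without a block were chosen after the data were seen. The cause of the changes below was not tested, except that fits of fewer samples hold less information.

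WT DEGs numbered 462, with 153 higher in the cortical bone and 309 in the calvaria. With the mouse as a block in the 5 pairs these were 72, 13 and 59, and in the same 10 libraries without the block 116, 30 and 86. With the title number as a block they were 236, 56 and 180, with the skeletal muscle score 211, 72 and 139, with the neutrophil score 292, 162 and 130, in mice named with 21 146, 52 and 94, and with the osteoblast score 1011, 344 and 667. With all 80 samples in one fit 476 were higher in the calvaria. Over each library left out they ran from 311 to 805, from 87 to 309 and from 214 to 496. DESeq2 gave 621 with 70.9% higher in the calvaria, and the share was 44.5% with the neutrophil score and 66.9% with the settings of the text. DEGs between cortical bone and calvaria in MMP2-/- mice, 327 in all, ranged from 224 to 552 over the libraries left out, the highest without cortical bone replicate 4, and were 173 in the paired mice without a block. DEGs between cortical bone and calvaria in MMP9-/- mice, 678 in all, were 1042 with the mouse as a block. The genotype dependence in MMP9-/- mice had 0 genes in edgeR and 2 in DESeq2.

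With an estimated correlation between genes, the lists that no longer passed were cell division genes (adjusted p = 0.5148), cytosolic ribosomal protein genes (0.1396), mitochondrial ribosomal protein genes (0.1228), ribosome biogenesis genes (0.1318), proteasome genes (0.1318), DNA replication genes (0.3987), mismatch repair genes (0.3987), homologous recombination genes (0.4038), spliceosome genes (0.2732), nucleotide metabolism genes (0.1228), Hedgehog pathway genes (0.1318), WNT pathway genes (0.1228), BMP and TGF-beta pathway genes (0.3025), MAPK pathway genes (0.1228), calcium signaling genes (0.1019), ECM-receptor interaction genes (0.3025), focal adhesion genes (0.1396) and cardiomyopathy genes (0.3025). Other lists that no longer passed with it were limb transcription factors (0.1228), craniosynostosis genes (0.06109), osteoblast genes (0.5718), osteocyte genes (0.3025), osteoclast genes (0.3025), chondrocyte genes (0.5718), skeletal muscle genes (0.3025), myogenic precursor genes (0.1318), neutrophil and granulocyte precursor genes (0.1318), B cell genes (0.4038), monocyte and macrophage genes (0.3546), megakaryocyte genes (0.3696) and tendon genes (0.1318). With the neutrophil score as a covariate, the lists that kept their direction and no longer passed were mitochondrial ribosomal protein genes (0.0952), ribosome biogenesis genes (0.08732), proteasome genes (0.1561), spliceosome genes (0.2438), nucleotide metabolism genes (0.08951), Hedgehog pathway genes (0.1089), WNT pathway genes (0.09697), ECM-receptor interaction genes (0.9543), focal adhesion genes (0.1291) and cardiomyopathy genes (0.08505). Those that turned direction with it were cell division genes (0.06105), DNA replication genes (0.2458), mismatch repair genes (0.5471), homologous recombination genes (0.5621), BMP and TGF-beta pathway genes (0.9731), B cell genes (0.9081), megakaryocyte genes (0.4125) and collagen crosslinking and processing genes (1.504e-06). With the muscle score, cell division genes (0.4017), homologous recombination genes (0.2323) and cardiomyopathy genes (0.5076) no longer passed. Skeletal muscle genes turned with it (0.2323), but the score is their own mean, so this outcome was largely fixed in advance. The same holds for the osteoblast genes, which turned with the osteoblast score (0.9281). Myogenic precursor genes turned without a filter (0.2879). In mice named with 21, cell division genes turned (0.8201), and DNA replication genes (0.194), mismatch repair genes (0.3804), homologous recombination genes (0.8084) and cardiomyopathy genes (0.06341) did not pass. Cell division genes were at 0.0656 with the mouse as a block, 0.09216 in the same pairs without it and 0.0002176 to 0.05743 over the libraries left out, the highest without calvaria replicate 6. Homologous recombination genes were at 0.1609 and 0.1453 in these fits, 0.05994 with filterByExpr and 0.001847 to 0.06138 over the libraries left out, not passing without calvaria replicate 7 or cortical bone replicate 6.

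Of 353 named genes tested 136 passed, and over 10811 values under other settings 655 lost the call, 364 gained it and 0 called genes turned direction. Depth limits genes near 15 counts, such as most Hox genes.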

Differences from the paper's values

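The paper gives a log2 fold change of -0.01 for Tal1, and the value here was 0.0098, so the signs differ at a size near 0. The sign is that of the paper under DESeq2, RLE size factors, filterByExpr, a maximum normalized count, the mouse block, the same mice without it, the title number block, haemoglobin genes left out and the muscle score as a covariate, and it differs with no filter, all 80 samples in one fit and muscle genes left out, while with the neutrophil score the value was -0.6804. Leaving out single libraries gave either sign.

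The paper's counts of 602 DEGs, 140 higher in the cortical bone and 462 in the calvaria, of 10569 genes tested, stand beside 462, 153, 309 and 9874 here, each within 1.5 times. DESeq2 gave 621, 181 and 440, and no filter gave 573, 166 and 407. All 602 genes of Table S3 were tested and had the sign of the table, 402 were DEGs here and 535 in DESeq2.

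The paper describes no overlap of the bones by PCA, while here calvaria replicate 3 lay above cortical bone replicate 3 on the first component alone, although they lay apart on the second. With the 500 most variable genes the bones did not overlap on it.

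The paper calls Sost not different between the juvenile bones, and here it passed at a log2 fold change of -0.92 (adjusted p = 0.00146). The paper places Bglap2 among genes higher in the calvaria in its account of enriched terms, and here, as in its Table 3, Bglap2 was higher in the cortical bone, at a log2 fold change of 0.93. The paper describes Itga5, Itgb1 and Itgav as differing, and here their log2 fold changes were -0.50, -0.02 and 0.46, none passing.

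Genes of Tables 1 to 3 that the paper calls and that did not pass here were Snx10, Hpgd, Acp5, Dvl1, Inppl1, Mmp14, Ski, Mgp, Tgfb2, Ift122, Lox, Nfib, Grb10, Bicc1, Pdgfrl, Il1r1, Tcf7l1, Lrp6, Pkd1 and Axin2, and Frzb, Nfib, Eln and Acp5 of Table S4. DESeq2 calls all of those of Tables 1 to 3 but Snx10, Inppl1, Nfib, Il1r1, Lrp6 and Axin2, and of those of Table S4 all but Nfib. Without cortical bone replicate 3 all 25 genes of Table 3 passed.

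The paper reports gene sets of replication, repair, splicing, ribosomes and signaling as differing, and the lists that stand in for them passed with a preset correlation and not with an estimated one, as with DNA replication (4.34e-05 and 0.399).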

Other observations

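The test of recurrence in mutant mice was chosen after the result was seen.

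Fibroblast, smooth muscle and nerve sheath genes were higher in the calvaria. Of 19 fibroblast genes 12 were higher in the calvaria and none in the cortical bone (12 when adjusted over the list alone), among them Mfap4 at 153 ± 50.5 CPM (SD, n = 7) against 19.0 ± 10.2 and Thy1 at 98.6 ± 46.9 against 22.8 ± 7.81. The smooth muscle and pericyte list had 7 of 11 higher in the calvaria (8 when adjusted over the list alone), and 3 of 5 Schwann cell genes were higher, among them Ncam1 and Pmp22 (3 when adjusted over the list alone). The medians were -1.36, -0.81 and -0.86 (camera, adjusted p = 8.2e-16, 1.95e-09 and 8.5e-05), and each had adjusted p = 0.0395 with an estimated correlation. With the mouse as a block 5 fibroblast, 3 smooth muscle and 0 Schwann cell genes passed, against 6, 2 and 1 in the same libraries without it. Without calvaria replicate 6 or cortical bone replicate 2 or 4, 3 smooth muscle genes passed.

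Scx and Tnmd of 5 tendon genes were higher in the calvaria (3 when adjusted over the list alone), with a median of -1.06 (camera, adjusted p = 0.000413, and adjusted p = 0.132 with an estimated correlation), and 0 passed without calvaria replicate 6 or cortical bone replicate 1. Col11a1 was higher in the cortical bone among 17 chondrocyte genes (1 when adjusted over the list alone), with a median of 0.82 (adjusted p = 0.0330, and adjusted p = 0.572 with an estimated correlation). Of blood cell lists, 3 of 14 B cell genes (Dntt, Vpreb1 and Igll1), Nkg7 of 4 T and NK cell genes, Ly6c2 of 12 monocyte and macrophage genes and Pf4 of 7 megakaryocyte genes were higher in the cortical bone, and 0 of 17 erythroid genes passed in edgeR. Their medians were 0.07, 0.08, 0.26, 0.55 and -0.07, with adjusted p of 0.0104, 0.219, 0.0447, 0.0236 and 0.696 from camera, and adjusted p = 0.404, 0.349, 0.355, 0.370 and 0.920 with an estimated correlation. Adipoq of 6 adipocyte genes was higher in the cortical bone, Eng of 14 endothelial genes and Ptgds of 3 meningeal genes were higher in the calvaria, and Gfap, the brain gene tested, had a log2 fold change of 0.09. As lists the adipocyte, endothelial, meningeal and brain genes did not pass (adjusted p = 0.913, 0.913, 0.201 and 0.913, and adjusted p = 0.940, 0.940, 0.404 and 0.920 with an estimated correlation). The myogenic precursor list, Cdh15 alone, had adjusted p of 0.0330 and, with an estimated correlation, 0.132. No keratinocyte gene could be tested.

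In the mutant mice Mmp2 and Mmp9 had lower levels where they were deleted, with Mmp2 at 23.6 ± 8.42 CPM in MMP2-/- calvaria against 571 ± 208 in WT calvaria, and Mmp9 at 140 ± 19.7 in MMP9-/- calvaria against 849 ± 149 and at 405 ± 275 in MMP9-/- growth plates against 2519 ± 827 (n = 7 each). Of the WT DEGs tested there, 97.7% had the same sign in MMP2-/-, 95.0% in MMP9-/- and 93.5% in MMPdKO mice, the lowest, which differences that recur between the bones would give. DEGs shared with WT numbered 19 higher in the cortical bone and 160 in the calvaria in MMP2-/- (0.594 and 8.97 for independent lists), 52 and 132 in MMP9-/- (4.01 and 12), and 38 and 114 in MMPdKO (2.43 and 8.5). In all 3 mutant genotypes 94 WT DEGs passed, 14 higher in the cortical bone, such as Hoxb2 and Shox2, and 80 in the calvaria, such as Alx4 and Sfrp2, and 196 passed in none. The 80 also held muscle genes such as Myh8, Csrp3 and Mb. The skeletal muscle list had medians of -1.60 in MMP2-/-, -1.73 in MMP9-/- and -1.88 in MMPdKO mice (camera with an estimated correlation, adjusted p = 0.0863, 0.190 and 0.127). Recurrence therefore cannot tell expression by bone cells from muscle left on the bone. A dependence of the bone difference on genotype was found for 0 of 10833 genes in edgeR in each genotype (309, 959 and 790 at an unadjusted p under 0.05), and DESeq2 called 2 in MMP9-/-, Nrp1 and Rpl36-ps2. Erythroid genes had medians of -0.83 in MMP9-/- and -0.71 in MMPdKO mice (adjusted p = 1.25e-11 and 1.43e-09, and 0.152 and 0.190 with an estimated correlation), which was not tested against WT.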
